# A replicator-specific binding protein essential for site-specific initiation of DNA replication in mammalian cells

**DOI:** 10.1038/ncomms11748

**Published:** 2016-06-08

**Authors:** Ya Zhang, Liang Huang, Haiqing Fu, Owen K. Smith, Chii Mei Lin, Koichi Utani, Mishal Rao, William C. Reinhold, Christophe E. Redon, Michael Ryan, RyangGuk Kim, Yang You, Harlington Hanna, Yves Boisclair, Qiaoming Long, Mirit I. Aladjem

## Abstract

Mammalian chromosome replication starts from distinct sites; however, the principles governing initiation site selection are unclear because proteins essential for DNA replication do not exhibit sequence-specific DNA binding. Here we identify a replication-initiation determinant (RepID) protein that binds a subset of replication-initiation sites. A large fraction of RepID-binding sites share a common G-rich motif and exhibit elevated replication initiation. RepID is required for initiation of DNA replication from RepID-bound replication origins, including the origin at the human beta-globin *(HBB)* locus. At *HBB*, RepID is involved in an interaction between the replication origin (Rep-P) and the locus control region. RepID-depleted murine embryonic fibroblasts exhibit abnormal replication fork progression and fewer replication-initiation events. These observations are consistent with a model, suggesting that RepID facilitates replication initiation at a distinct group of human replication origins.

## Abstract (web summary)

Origins of mammalian DNA replication are poorly characterised because they lack an Identifiable consensus sequence. Here the authors identify RepID, a protein that binds to a subset of G-rich replication origins and facilitates initiation from those origins.

All eukaryotic proliferating cells duplicate their entire genome with high fidelity during the S phase of the cell cycle. This duplication requires precise coordination between DNA replication, cell cycle progression, chromatin remodelling and transcription. In eukaryotes, DNA replication initiates from distinct sites within the genome (replication origins), which can vary depending on the cell type and developmental stage^1^,^2^,^3^,^4^,^5^,^6^,^7^. To initiate DNA replication, a licensing step is required^8^. Following mitosis, chromatin-bound origin recognition complex (ORC) proteins recruit the licensing factors CDC6 and CDT1 to facilitate the loading of minichromosome maintenance helicases, and the formation of a pre-replication complex^9^,^10^,^11^. Specific ORC-binding determines replication origin activity in yeast; however, in metazoans, proteins that are essential for replication do not bind to specific DNA sequences^12^,^13^. Pre-replication complexes modify nucleosome-positioning in both *Drosophila*^14^ and vertebrates^15^, and the ORC1 member of the pre-replication complex binds preferentially to open chromatin^16^. However, these associations are not sufficient to determine the locations of all replication-initiation sites, and it is therefore unclear how nonspecific binding of pre-replication complexes might determine where and when metazoan replication initiates. In addition, the factors that coordinate replication with other cellular processes (that is, cell cycle progression) require further characterization.

There are indications that additional proteins, which are not members of the pre-replication complex, participate in specific DNA–protein interactions occurring at replication-initiation sites. Of particular interest are proteins that bind replicator sequences. Replicators are defined as DNA sequences that contain genetic information, which allows them to function as replication origins^17^. To date, only a few replicators have been identified in the metazoan genome. Although replication-initiation sites share common characteristics^18^, no consensus sequences have been identified among known replicators^3^,^8^,^10^,^18^,^19^. Only a small subset of the potential replication origins initiate DNA replication in each cell cycle^1^,^3^,^10^, and the choice of origins that initiate each cell cycle is yet unclear. Proteins that interact with particular replicators may thus play a role in determining where and when replication starts. Examples include the interaction of the *c-MYC* replicator with a DNA-unwinding element-specific protein that recruits CDC45 (ref. 20), interactions of RecQ1 and RecQ4 helicases with pre-initiation complexes^20^,^21^, interactions of the histone H3 lysine 9 methyltransferase-associated ORCA protein with pre-replication complexes^22^ and the role of histone acetylase HBO1 in the activation of CDT1 (ref. 23). Although no sequence-specific DNA-binding proteins were yet shown to determine replicator-specific initiation in mammalian cells, these studies indicate that distinct proteins might interact with subsets of origins, and recruit the general replication machinery to those sites.

The diverse family of WD40-repeat-containing proteins (DDB1- and CUL4-associated factors (DCAFs)) includes Pleckstrin Homology domain-Interacting Protein (PHIP), also known as DCAF14, which associates with insulin receptor substrate (IRS)-1 and IRS-2 (ref. 24). DCAF14/PHIP has also been shown to stimulate cell proliferation and to inhibit apoptosis^25^,^26^, and it can serve as a marker for aggressive metastatic melanoma^27^. One member of the pre-replication complex, CDT1, is a known substrate for a DCAF, CDT2, which mediates its ubiquitination by Cullin 4 (CUL4) and Damage-specific DNA-Binding protein 1 (DDB1)^28^ and facilitates its degradation in a p97-dependent pathway^29^,^30^.

The human *beta-globin* locus (*HBB*) contains two intensely studied replicators residing in the replication-initiation regions (IRs)^31^,^32^,^33^,^34^,^35^. This IR is used in both erythroid and non-erythroid cells, but initiates DNA replication during early stages of the S phase in erythroid cells and later during the S phase in non-erythroid cells^11^,^36^,^37^,^38^,^39^,^40^. Each of the two replicators (Rep-P and RepI) within *HBB* IR can initiate DNA replication at both native and ectopic sites^31^,^34^. Each replicator contains an AT-rich sequence and an asymmetric purine, pyrimidine (AG) sequence, with both sequences required for replication initiation^34^,^35^. The *HBB* IR was used to drive replication of human artificial chromosomes^32^ and as a model replication origin in evolutionary, biochemical and functional studies^21^,^35^,^41^,^42^,^43^,^44^. The *HBB* IR, therefore, provides an excellent system to study replicator-binding proteins as well as an opportunity to study replication timing.

To better understand sequence-specific replication initiation, we used the *HBB* IR as a model to capture replicator-binding proteins. We were particularly interested in proteins that bind to the essential asymmetric purine:pyrimidine (AG) region of the Rep-P replicator. Here we identify a protein RepID (replication-initiation determinant), also known as PHIP or DCAF14, which binds AG and is required for the initiation of DNA replication from Rep-P. Mutations in the RepID-binding sites disable replication initiation from Rep-P and RepID deficiency affects cell growth and reduces the frequency of replication initiation events genome-wide. RepID-binding is not restricted to Rep-P, as this protein binds other replication initiation sites that share a common sequence motif. These observations suggest that RepID may play multiple roles during the DNA replication process, functioning at specific categories of replication origins. As a member of the DCAF family and an IRS-1/2 interacting protein, RepID may also serve as a link between DNA replication and metabolic signalling pathways.

## Results

### The Rep-P asymmetric region binds RepID

Previous studies have shown that the Rep-P replicator at the *HBB* locus (Fig. 1a) contains a 45-bp asymmetric purine:pyrimidine or an AG-rich (AG) region essential for its replicator and anti-silencer functions^35^. We reasoned that proteins capable of binding this domain would likely play key roles in replication initiation. We used an electrophoretic mobility shift assay (EMSA) to detect AG-binding activities. When oligonucleotides matching the AG domain were incubated with nuclear protein extracts from K562 cells, two shifted DNA–protein complexes were identified (Fig. 1b), indicating that at least two protein complexes (here termed AG1 and AG2, with the AG1 complex demonstrating the faster mobility) could bind to AG *in vitro*.

We performed intensive mutagenesis of the 45-bp AG wild-type (WT) oligo to identify the specific protein-binding sites (Supplementary Fig. 1a). We found that nucleotide substitutions G10T and G12T eliminated the AG1 complex, while nucleotide substitutions T28G and G30T disrupted the AG2 complex (Fig. 1b and Supplementary Fig. 1a). The substitutions that disrupted the AG1 complex replaced two guanines and also disrupted a potential G-quadruplex at the asymmetric domain, but other substitutions that eliminated G-quadruplexes (for example, GQM, GQEM variants, Supplementary Fig. 1a) did not affect AG1 binding. Specific competitors, but not mutant competitors, could eliminate the observed mobility shifts in a dosage-dependent manner, suggesting that those mobility shifts represented sequence-specific DNA–protein interactions (Fig. 1c, compare lanes 3–6 with AG1 competitor with lanes 7–9 with a nonspecific competitor). AG-binding activities could be detected in non-erythroid cell lines including human T-cell leukaemia (Jurkat) cells^45^ and human colorectal carcinoma (HCT116) cells (Supplementary Fig. 1b). These observations are in line with previous *in vivo* footprinting analyses^46^, which revealed protection at the sites corresponding to G10T and G12T (termed AG1) and T28G and G30T (termed AG2).

Since the AG sequence is essential for replication initiation at Rep-P sites^34^,^35^, we set out to find the protein or proteins that interacted with AG1 and/or AG2 as we reasoned that those proteins likely play an important role in regulating replication initiation at Rep-P. In a separate study^46^ we identified proteins that bound the AG2 site and demonstrated that their functions were related to gene expression. In the current study, therefore, we have concentrated on the AG1 site-binding proteins.

We performed a modified biotin pull-down assay to enrich for AG1-binding proteins (Supplementary Fig. 2a). Oligonucleotides with the AG1 site mutated were added to the assay as competitors to minimize nonspecific DNA-binding and AG2-binding proteins. The resulting protein samples were sequenced using mass spectrometry (Tandem MS/peptide mapping). Of the proteins identified in the initial screen, we used the CellMiner tool^47^ to select a group of 10 proteins expressed in the K562 cell line that exhibited a high level of coexpression with replication-associated genes (Supplementary Table 1) based on the expression patterns of those genes across the NCI-60 cancer cell collection (see Methods). We then used antibodies against members of the selected group in EMSA assays to screen for a protein that binds the AG oligonucleotides but not AG oligonucleotides harbouring the AG1 mutation. We have identified one such protein candidate RepID, also known as the DCAF14, member of the Ddb1- and Cul4-associated factor family, and as PHIP, a Pleckstrin Homology domain-Interacting Protein.

To test the specificity of RepID antibodies, we have depleted RepID from 2,451 13T melanoma cells^48^, which are known to overexpress RepID^27^. Antibodies directed against RepID recognized a single 206-kDa protein on an immunoblot of total proteins from 2,451 13T melanoma cells, but not in cells with doxycycline-mediated induction of a short hairpin RNA (shRNA) directed against RepID (Supplementary Fig. 2b). As shown in Supplementary Fig. 2c, RepID depletion resulted in sharply decreased binding. We have further observed that antibodies directed against RepID were able to supershift the protein–DNA complex with AG-containing oligonucleotides in EMSA assays (Fig. 2a) but that the complex could not be supershifted using control antibodies, including prebleed (IgG) and antibodies directed against pre-replication complex component ORC2 (Supplementary Fig. 2d and Fig. 2a). Using purified RepID fragments expressed in *E. coli*, we identified the AG interaction domain within amino acids 923–1,126 on the RepID sequence (Supplementary Fig. 2e). These observations suggested that RepID was an AG1 site-specific binding protein and was required to form the AG1 complex *in vitro*.

To investigate whether RepID could bind the asymmetric region (corresponding to the AG oligonucleotide) *in vivo*, we used chromatin immunoprecipitation (ChIP) followed by sequencing (ChIP-Seq) to detect the binding of RepID at Rep-P (Fig. 2b in K562 and Supplementary Fig. 2f in U2OS cells; original blots are shown in Supplementary Fig. 7). In all examples of ChIP-Seq alignments (for example, Fig. 2b), the top track shows an ideogram of a portion of the relevant chromosome. The region of interest is marked with a circled box. The chromosomal coordinates of the analysed regions are shown beneath the ideogram. The RefSeq alignment of the region of interest is shown below the coordinates. The top experimental track (right below the RefSeq alignment) represents nascent-strand profiles (Replication: NS). RepID ChIP patterns (RepID ChIP) are shown below the replication profiles. As shown in Fig. 2b, replication-initiation patterns aligned with RepID binding at the *HBB* locus (human chromosome 11). ChIP assays employing real-time PCR confirmed that RepID-bound chromatin was enriched at bG61.3 (a sequence at the 3′ end of Rep-P), the Rep-P AG asymmetric region and the *HBB* locus control region (LCR; Supplementary Fig. 3a; see Supplementary Table 2 for a list of primers and Supplementary Table 3 for a list of cell lines used in the study). LCR is required for both transcription and initiation of DNA replication at the *HBB* locus^35^,^38^,^46^,^49^ and is known to interact directly with Rep-P^44^,^46^,^50^.

To evaluate the sequence specificity of RepID binding, we introduced the AG1 mutations into Rep-P by site-directed mutagenesis, and then used site-specific recombination to generate CV-1 simian cells and murine erythroleukaemia (MEL) cells that carried either Rep-P WT or Rep-P AG1 mutant transgene cassettes (designated as Rep-PWT and Rep-PAG1) at constant genomic locations^31^,^34^. This way, all mutants were analysed at identical sites to neutralize chromosomal position effects. Since integration at the MEL cells exhibited orientation-specific gene silencing^35^, we selected transgenes in which the Rep-P variants were inserted in the permissive orientation that was not prone to transcriptional inactivation. We then analysed RepID binding to these sequences at the ectopic sites. ChIP analyses with antibodies directed against RepID indicated that RepID bound to the AG region of Rep-P WT, but not to the Rep-P AG1 mutant in either simian (CV-1) cells or murine cells (MEL; Fig. 2c and Supplementary Fig. 3b, respectively).

We then tested whether Rep-P–RepID interaction occurred throughout the cell cycle; ChIP experiments were performed. Asynchronous cells were fractionated by centrifugal elutriation and the cell cycle phases (G1, Early S, Middle S, Late S and G2/M) of the fractions were determined by propidium iodide staining followed by fluorescence-activated cell sorting (FACS) analysis (top portions of Fig. 2d and Supplementary Fig. 3c). In K562 cells, which replicate the beta-globin locus in early S phase, RepID binding was restricted to the G1 and early S phases of the cell cycle (Fig. 2d). RepID binding occurred in the G1 and mid-S phases in lymphoma cells, which replicate the beta-globin locus later during the S phase (Supplementary Fig. 3c).

### Preventing RepID–origin interactions reduced initiation

We next sought to determine whether sequence mutations that affected RepID binding would also affect replication initiation. The abundance of nascent strands DNA at the Rep-P region inserted in the CV-1 system was measured by real-time PCR (Fig. 2e). High levels of nascent DNA strands located at Rep-P indicated efficient replication initiation at this site. As a negative control, we used Rep-P ΔAG, a Rep-P variant that lacked its entire AG domain and was not a functional replicator^35^. The GQEM mutants (Supplementary Fig. 1) that could not form G-quadruplexes but retained the ability to bind RepID was able to initiate replication^46^. We found that nascent DNA abundance of Rep-P WT sequences was higher than that of Rep-P AG1 mutants inserted at the same location. As expected, the control Rep-P ΔAG did not initiate replication. These data suggest that the AG1 complex is essential for efficient replication initiation within Rep-P.

We used CRISPR (clustered regularly interspaced short palindromic repeats) -Cas9 to stably deplete (‘knockout') RepID in HCT116 cells. We tested the knockout efficiency using immunoblotting against RepID antibody (Fig. 2f, inset). Nascent DNA abundance of Rep-P in RepID-depleted cells was significantly reduced. This reduction was prevented when we transiently overexpressed Flag-tagged RepID in the knockout cells (Fig. 2f). By contrast, RepID deficiency did not affect nascent DNA abundance at another origin located within the DBF4 locus (Supplementary Fig. 3d). This result supported the hypothesis that RepID plays a role in facilitating replication initiation at some but not all origins.

### Genome-wide colocalization of RepID with initiation sites

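RepID binding was measured in U2OS cells, an osteosarcoma cell line, that expressed RepID with a FLAG tag. Chromatin bound by the tagged protein was precipitated with an antibody against FLAG and sequenced (ChIP-Seq). The authors called enriched regions with the MACS peak-calling programme against genomic input reads from the same cell line and deposited 1 list of regions from 1 library. Each region has a start, an end and a MACS score. The score is the authors' value for that region, and it was used only to describe, rank or filter regions within the list. The list gives no read totals, so the depth of the library is unknown, and with 1 library there is no spread between replicates. All regions were used as deposited. Positions are counted from 1 on the coordinates of the deposited list, which follow the axes of the paper's screenshots. The paper's text does not name the genome build. Shares are given with exact binomial (Clopper-Pearson) 95% confidence intervals, which cover counting error only.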

We used ChIP-Seq to assess whether a FLAG-tagged species of RepID associated with genome-wide replication-initiation events in U2OS cells. In this analysis, RepID-binding peaks called with a genomic DNA control from the same cells identified 24,222 RepID-binding sites. 

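The deposited list held 24222 RepID-bound regions, all on chromosomes 1 to 22, X and Y, with no region listed more than once. The regions covered 16.8 Mb in all. Their median width was 559 bp, with quartiles at 418 and 825 bp, and the widest spanned 11803 bp. MACS scores ran from 100 to 3233, with a median of 198. The 5 highest-scoring regions lay on chromosome 4 from 62065796 to 62069001 (score 3233), on chromosome 18 from 5894397 to 5896520 (3199), on chromosome 7 from 5630962 to 5636524 (3145) and from 2560438 to 2565428 (3125), and on chromosome 10 from 132158213 to 132159227 (3114). The density of RepID-bound regions on the autosomes ranged from 2.74 per Mb on chromosome 21 to 21.4 per Mb on chromosome 22. Chromosomes 17 and 19, with 21.3 and 20.9 per Mb, came next.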

We found that 82.3% of RepID-binding sites localized within 2 kb of replication-initiation sites, whereas 15.4% of replication-initiation sites localized within 2 kb of a RepID-bound region. (The cutoff at 2 kb was based on the size of the isolated nascent strands, which ranged between 0.5 and 1 kb as described in the Methods section.) When this analysis was expanded to consider a 5-kb distance, 86% of RepID-bound regions (20,841 of the total 24,222 sites) colocalized with replication-initiation events and 20.7% of replication-initiation sites colocalized with RepID-bound regions. With the same analysis window, 34.4% of RepID-bound regions colocalized with transcription start sites, a distribution similar to the reported distribution of replication-initiation sites^4^. ChIP-Seq experiment using an endogenous antibody against RepID in K562 cells (Supplementary Fig. 4a) also suggested that replication-initiation events were highly enriched in RepID-binding sites.

The replication-initiation ratio, reflecting the enrichment in replication-initiation events, was the highest observed, thus far, for any DNA-binding protein including transcription factors that were previously shown to associate with the initiation of DNA replication. As shown in the detailed analyses in Supplementary Fig. 4b,c, genome-wide enrichment for replication-initiation events in K562 cells was highest at the locations of RepID binding and diminished with distance from RepID-binding sites. Replication-initiation events also colocalized to a lower extent with c-Jun-binding sites, as reported previously^4^,^51^, but did not colocalize with other transcriptional regulators (for example, SIRT6, which exhibited similar colocalization to replication-initiation peaks and simulated randomized peaks).

We next asked whether RepID binding affected initiation activity. To that end, we measured the frequency of replication initiation along with RepID ChIP-Seq in cells with unaltered RepID and in cells that were subjected to CRISPR-mediated RepID depletion. 

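Nascent DNA strands, the short strands that mark sites where replication has begun, were sequenced (NS-Seq) from HCT116 cells, a colorectal carcinoma cell line, with unaltered RepID (WT) and from HCT116 cells with a CRISPR-mediated RepID knockout (KO). The authors called enriched regions against genomic DNA of HCT116 cells and deposited 1 list of regions for each condition, from 1 library each. The paper describes the calling programme for nascent strands of U2OS cells, and its text does not name the one used for HCT116. All regions of both lists lie on a grid of 200 bp. The score of each region is the authors' value, its meaning is not stated, and it was used only to rank or filter regions within 1 list. Read totals are not given, so the depth of both libraries is unknown and regions present in 1 list only can reflect depth as well as initiation. With 1 library per condition, no difference between WT and KO cells can be set against a spread between replicates, and no test between conditions was made.

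The WT list held 78859 regions with a median width of 2400 bp, which covered 305 Mb in all. The KO list held 159667 regions with a median width of 3000 bp, which covered 557 Mb. A WT region was taken as RepID-bound when a RepID region of the U2OS list lay at most 2 kb away, so binding and initiation come from different cell lines. A WT origin was counted as kept in KO cells when a KO region overlapped it by at least 1 bp. For the distribution around WT origins, the number of WT regions with a KO region at their centre was set against the mean number with a KO region at positions 9 to 10 kb away on either side. A value expected by chance was taken from 100 random placements of the KO regions on their own chromosomes.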

Examples of screenshots aligning nascent-strand profiles and ChIP-Seq analyses are shown in Fig. 3a,c,e and in Supplementary Fig. 4d–h. In all screenshots, the top, middle and bottom Integrated Genome Viewer (IGV) tracks (right below the RefSeq alignment) represent replication-initiation profiles in RepID-proficient cells (Replication: WT NS), RepID ChIP-Seq patterns (RepID ChIP) and replication-initiation profiles in RepID-depleted cells (Replication: RepID KO NS), respectively. As shown in Fig. 3a (also Supplementary Fig. 4d,g), RepID bound replication origins and replication origins that were not bound by RepID could be found throughout the genome, and could sometimes be located at adjacent regions. 

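At the CLIP3 and THAP8 genes on chromosome 19, the WT list held a region from 36522801 to 36525400 (score 324) that overlapped a RepID-bound region from 36522921 to 36524200 (MACS score 591). No KO region overlapped this WT region. The next WT region, from 36526401 to 36528400 (score 354), lay 2200 bp from the RepID-bound region and so counted as not bound. It was overlapped by a KO region from 36525601 to 36527000 (score 233). Other WT regions within the window that were not bound, from 36530201 to 36531800 (score 108) and from 36544401 to 36547400 (score 324), had no overlapping KO region, whereas those from 36536401 to 36537800 (score 69) and from 36548801 to 36552800 (score 201) had one. Regions were looked up within 10 kb of the axis labels of the screenshots.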

To determine the effect of RepID depletion on replication initiation, we next plotted the genome-wide frequency of initiation in RepID KO cells for all 20-kb genomic regions flanking replication origins in RepID WT cells (including those that both were and were not bound by RepID). 

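Of the 78859 WT origins, 47800 (60.6%, 95% confidence interval 60.3 to 61.0%) were overlapped by a KO region. Randomly placed KO regions overlapped 31.8% of the WT origins on average, so the observed share was 1.90 times the random one. A KO region covered the centre of 35397 WT origins (44.9%) and the positions 9 to 10 kb away of 22568 on average, a ratio of 1.57. The alternative that moved the kept share most was the KO list limited to its 78859 top-scoring regions, which left 44.0% of the WT origins kept. Of the KO regions, 58656 lay within 2 kb of a WT origin and the other 101011 did not.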

We observed replication-initiation events in both WT and KO cells (Fig. 3b). 

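A RepID-bound region lay within 2 kb of 14716 WT origins (18.7%, 95% confidence interval 18.4 to 18.9%), and 64143 WT origins had none. When only RepID regions with a score at or above the median counted, the bound share was 11.9%. RepID-bound WT origins were wider, with a median of 3200 bp against 2200 bp, and had higher scores, with a median of 298 against 105. At the STYX gene on chromosome 14, a WT region from 53196601 to 53197200 (score 108) overlapped a RepID-bound region from 53196749 to 53197417 (MACS score 253), and no KO region overlapped either. The nearest KO regions ran from 53188801 to 53191000 and from 53199601 to 53203000. At the CTCF gene on chromosome 16, a WT region from 67594201 to 67599000 (score 557) overlapped RepID-bound regions from 67595556 to 67596081 and from 67596846 to 67597598. KO regions from 67594001 to 67596200 (score 102) and from 67597601 to 67599800 (score 97) overlapped both ends of this WT region. These scores lie at percentiles 29.3 and 25.1 of the KO list. A second RepID-bound WT region in this window, from 67677201 to 67705400 (score 7829), was overlapped by no KO region.

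**Figure D1:**
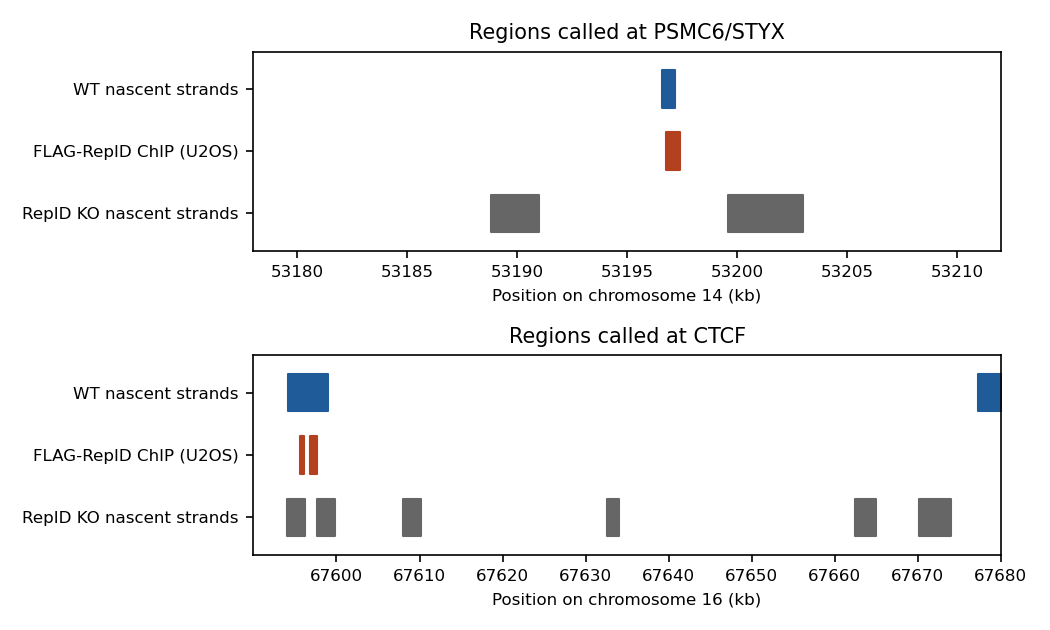
Regions called in WT nascent strands, FLAG-RepID ChIP and RepID KO nascent strands at PSMC6/STYX on chromosome 14 and at CTCF on chromosome 16, with position in kb on the horizontal axis. Each bar is 1 region of a deposited list. The STYX origin has no KO region over it, whereas KO regions reach both ends of the CTCF origin from 67594201 to 67599000.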

We then plotted the genome-wide initiation frequency solely in RepID-bound origins (identified by RepID binding in WT cells—for examples, see Fig. 3c and Supplementary Fig. 4e,h). In this subgroup of origins, the frequency of initiation in KO cells was very low, with no notable colocalization (Fig. 3d). Conversely, replication origins that were not associated with RepID in WT cells (for example, see Fig. 3e and Supplementary Fig. 4f,g) were able to initiate replication in both RepID WT and KO cells (Fig. 3f). These observations suggested that RepID was present at a subset of replication origins and was essential for initiation, specifically at those origins.

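Among the 14716 RepID-bound WT origins, a KO region covered the centre of 4376 (29.7%, 95% confidence interval 29.0 to 30.5%). At 9 to 10 kb from the centre the mean number was 3639, which gives a ratio of centre to edge of 1.20. Coverage was slightly higher 1 kb from the centre, at 31.2%. By the criterion of 1 bp of overlap, 8246 RepID-bound origins (56.0%, 55.2 to 56.8%) were kept, against 38.0% on average for randomly placed KO regions, a ratio of 1.47. When at least 50% of the WT region had to be covered by KO regions, 29.4% were kept. The other 6470 had no overlapping KO region. These were narrower than the kept ones, with a median width of 2400 bp against 4600 bp, and had lower WT scores, with a median of 199 against 433. The 5 with the highest WT scores among the 6470 ran on chromosome 19 from 1204601 to 1281800, on chromosome 22 from 50681401 to 50733800, on chromosome 16 from 2193001 to 2251600, on chromosome 14 from 105926401 to 105971800 and on chromosome 1 from 948601 to 992600.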

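Among the 64143 WT origins not bound by RepID, a KO region covered the centre of 31021 (48.4%, 95% confidence interval 48.0 to 48.7%), and at 9 to 10 kb the mean number was 18929, a ratio of 1.64. A KO region overlapped 39554 of these origins (61.7%, 61.3 to 62.0%), against 30.4% on average for randomly placed KO regions, a ratio of 2.03. At the COL5A3 gene on chromosome 19, a WT region from 10076001 to 10085400 (score 493) lay 28874 bp from the nearest RepID-bound region and was overlapped by a KO region from 10077401 to 10077800 (score 86, percentile 16.5 of the KO list), which spans 400 bp of the 9400 bp of the WT region. The window looked at ended at 10080000, so any KO region over the rest of this WT region is not given. A second WT region at this gene, from 10070601 to 10072000 (score 80), was overlapped by none.

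**Figure D2:**
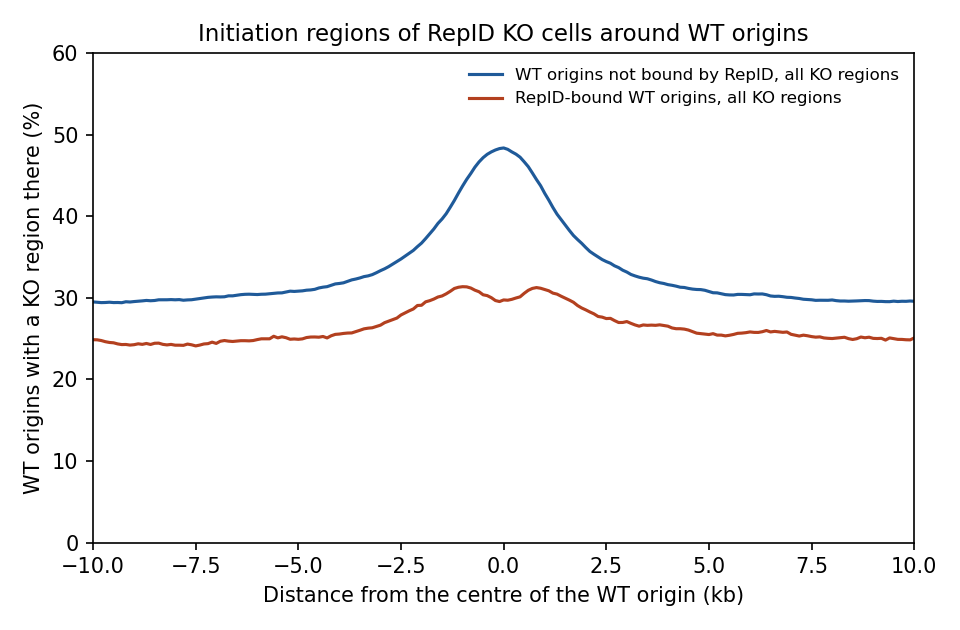
Share of WT origins with a KO region at each distance from their centre, in percent, for RepID-bound WT origins and WT origins not bound by RepID; the horizontal axis is the distance in kb, and lines use all KO regions. At the centre the shares are 29.7% and 48.4%, and the bound line dips there.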

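Set on the same scale per origin, RepID-bound WT origins were kept in KO cells less often than the others, with a difference in shares of -5.63 percentage points (Newcombe 95% confidence interval -6.52 to -4.75). For the share with a KO region at the centre, the difference was -18.6 percentage points (-19.5 to -17.8). These differences exceed counting error, but there are no replicates to set them against. After the origins not bound by RepID were reweighted to the scores and widths of the bound ones, the differences were -6.29 and -12.3 percentage points. The numbers of KO events at the centre differed 7.09-fold between the groups, the numbers of origins 4.36-fold and the shares per origin 1.63-fold. Bound origins had the lower share of covered centres on all 22 autosomes, and the lower share of kept origins on 20 of them. The paper describes initiation in KO cells as very low at RepID-bound origins, whereas the other origins initiated in both cell types. In the lists used here, 56.0% of the bound origins were overlapped by a KO region. From its plots the paper proposes that RepID is present at a subset of origins and is needed for initiation there. It also reports reduced nascent DNA at the Rep-P replicator of HBB in RepID-depleted cells.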

We next asked whether RepID-binding sites shared common sequence motifs. First, we identified a subset of RepID-bound regions for further analysis. This subset of RepID-bound regions was required to span a region shorter than 400 bp, to be located more than 1 kb away from a neighbouring RepID-bound region and to have a peak score greater than or equal to 150. We have identified 268 RepID-bound regions that fit these criteria. 

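From the 24222 RepID-bound regions, 5136 were shorter than 400 bp, 12419 lay more than 1 kb from the nearest other RepID-bound region and 15837 had a score of at least 150. All 3 criteria together left 268 regions (1.11%). Their median width was 367 bp, their median score 171 and their median distance to the nearest RepID-bound region 31.3 kb. Without the score minimum, 2735 regions remained, and with the distance measured between region centres, 313.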

A MEME-ChIP analysis for *de novo* motif (http://meme-suite.org/tools/meme-chip) identified several motifs. The top motif that was output by MEME-ChIP was truncated to a 12-bp sequence that matched a segment of the AG region from the Rep-P replicator, which contains the AG1 site (Fig. 3g).

To ask whether this motif was enriched within the RepID-binding sites in the context of the entire genome, we compared the subset of 268 RepID-bound regions to three randomized files, each containing 268 sequences from random genomic loci that were of the same length and GC content as the sequences in the original file. As seen in Supplementary Table 4, 71.64% of the RepID-bound regions contained this motif, while 16–22% of the randomized sequences contained this motif. As expected, 64.18% of these RepID-bound regions were within 2 kb of a replication origin, whereas only 20–25% of the randomized sequences were within 2 kb of a replication origin. Consistent with a significant but partial overlap of the motif with replication origins, this sequence was found at the *HBB, CTCF, JunB* origins, but not at the *DHFR o*rigin (Fig. 2b and Supplementary Fig. 4g–i). Of those sequences in each file that were nearby a replication origin, 70.35% of the RepID-bound regions and 30–43% of the regions in the randomized files contained the motif. The high association in the randomized files most likely reflected the fact that the randomized origin regions contained a high frequency of GC-rich sequences. RepID regions that were not associated with replication origins exhibited 71.88% association with the motif, and randomized non-origin sequences exhibited between 12 and 16% association. These observations are consistent with a role for the motif in facilitating RepID binding but not in the decision to initiate DNA replication.

### Abnormal DNA replication in *RepID*-deficient MEFs

We used single fibre analyses (DNA combing) to determine the genome-wide consequences of RepID depletion. When replication patterns in *RepID WT* and *RepID −/−* murine embryonic fibroblasts (MEFs)^52^ were compared, we observed differences in replication fork speed and distance between replication origins (Fig. 4). In *RepID WT* cells, the median distance between origins was 102.6 kb, and the median fork speed was 1.570 kb min^−1^ (Fig. 4a,b,d). In *RepID −/−* cells, the median distance between replication origins was 128.3 kb, and the median fork speed was 1.725 kb min^−1^ (Fig. 4a,c,e). In *RepID*-deficient cells, therefore, there were significantly fewer replication-initiation events (compared with *WT* cells). This reduction in initiation events was associated with a compensatory increase in replication fork speed. Although replication origin distances were longer in *RepID*-deficient MEFs, *RepID*-deficient MEFs continued to initiate replication, consistent with the fact that those cells progressed through the S phase and that *RepID*-deficient mice were viable. We hypothesize that the small differences in inter-origin distance we observed reflected the fact that other origins would compensate for initiation deficiency, as previously reported^53^. Despite the small differences, notably the differences between replication profiles in *RepID WT* and *RepID −/−* MEF cells were statistically significant (*P*-values are 0.0218 and 0.0061 for inter-origin distance and fork speed, respectively).

We also assessed the extent of stalled replication, measured as the frequency of asymmetric replication forks, in *RepID WT and RepID−/−* cells (Fig. 5). We defined a replication fork as asymmetric if one side of the fork was 33% longer than the other side (for example, see Fig. 5a). We frequently observed asymmetric replication forks in *RepID−/−* cells (31% compared with 8% in *RepID WT* cells), suggesting that these cells experienced frequent replication fork stalling (Fig. 5b,c). The percentage of DNA fibres exhibiting a replication signal provides another indication of replication activity. In *RepID−/−* cells, a significantly lower fraction of the DNA fibres (7.86%) exhibited a replication signal than fibres from *WT* cells (15.6%, Supplementary Fig. 5a), consistent with a decreased proliferation rate previously reported in *RepID*-deficient cells^26^. FACS analyses indicated that *RepID−/−* cell cultures had fewer cells in the S phase (and G2/M phase) than *WT* cells (Supplementary Fig. 5b,c). These observations suggested that, in addition to the observed low initiation rate during the S phase, RepID deficiency might also result in a lower frequency of cells entering the S phase. Taken together, our data demonstrated that RepID was required for proper initiation of DNA replication and proper elongation of replication forks. In the absence of RepID, DNA replication initiation and cell cycle progression were both partially impaired.

### RepID participates in a distal Rep-P interaction with LCR

We used ChIP-chromosome conformation capture (ChIP-3C) to investigate whether RepID associated with LCR sequences that directly interacted with Rep-P at the *HBB* locus. In this procedure, crosslinked RepID-bound chromatin was isolated, digested with a restriction enzyme (HindIII) and re-ligated with T4 ligase. With this procedure, if two distant *cis*-elements are interacting with each other, the ligation will link the two sequences together (Fig. 6a). As shown in Fig. 6b, we were able to amplify a DNA fragment when we amplified crosslinked RepID-bound chromatin with a primer from the HS2 site of the *HBB* locus control region and another primer from Rep-P. Amplification using the Rep-P anchor with other primer pairs spanning the locus exhibited significantly lower amplification values, suggesting that the procedure identified an interaction between HS2 and Rep-P in RepID-bound chromatin (Fig. 6a). As expected, this interaction was not observed when we used chromatin from RepID-depleted cells (RepID KO). ChIP-3C of RepID-bound chromatin from K562 cells yielded a 139-bp PCR product amplified with Rep-P and HS2 primers (Supplementary Fig. 6a). To test whether the amplified fragment indicated an interaction between Rep-P and HS2, we cloned and sequenced the amplification product. As expected, the amplified fragment contained both HS2 and Rep-P sequences linked at a HindIII site (Supplementary Fig. 6a). Chromatin loops were detected at both HS2 and HS4 within the *HBB* locus in K562 cells (Supplementary Fig. 6b). Interactions between HS4 and Rep-P were not observed in RepID-associated chromatin (compare Fig. 6b with Supplementary Fig. 6b)^54^. Since immunoprecipitation with an antibody directed against RepID detected the HS2–Rep-P interaction in both K562 and U2OS cells, our results suggest that the *HBB* locus in both erythroid and non-erythroid cells exhibits a RepID-associated interaction between LCR and Rep-P at HS2.

## Discussion

In this study, we report that the RepID protein binds distinct mammalian replication origins and is required for sequence-specific initiation of DNA replication at these origins. RepID was first identified by its interaction with a single replicator sequence, which is essential for replication initiation at the *HBB* locus. RepID exhibits genome-wide enrichment at replication-initiation sites. Cells depleted of RepID exhibited diminished initiation frequency, slower elongation of replication forks and frequent replication fork-stalling events. Together, these observations support the notion that distinct DNA–protein interactions at specific groups of replicators dictate replication initiation, and that RepID is a mediator of such interactions.

Although mammalian replicators can initiate DNA replication at ectopic sites, there is an ongoing debate whether replication-initiation sites are determined by specific DNA sequences or solely by chromatin structures^1^,^3^,^10^. Chromatin modifications, for example, dimethylation of histone H3 lysine K79 (H3K79Me2), can associate with a distinct fraction of replication-initiation sites in the human genome, and can mark replicated chromatin during the S phase to prevent re-replication and preserve genomic stability^55^. The lack of binding specificity by components of pre-replication complexes suggests that, in addition to the requirement for those complexes to initiate DNA replication, distinct replicator-interacting proteins might be required to initiate DNA replication in a sequence-specific manner at particular loci^3^,^56^. Our results suggest that RepID is one such protein that interacts with a subgroup of origin sequences.

The locations and timing of replication-initiation events are often affected by interactions with *cis*-acting distal genomic elements^1^,^3^,^19^,^54^,^57^ including promoters, enhancers and insulators. These interactions can form chromatin loops to determine where and when replication initiates and likely coordinate replication with transcription. At the human *HBB* locus, interaction of Rep-P with the LCR is essential for initiation of DNA replication^49^. As summarized in Fig. 7, the RepID-binding site at the *HBB* locus is adjacent to the binding site of the LCR-associated remodelling complex (LARC), which regulates transcription^46^. Despite the close proximity of transcription and replication complexes at the AG element, RepID is a sequence-specific replicator-interacting protein that does not act as a transcription factor at the *HBB* locus, as the antisilencing activity of the AG element is not affected by mutations that prevent RepID binding^46^. Consistent with a separation of function between the two AG-binding proteins, AG2 mutations, which prevent LARC binding^46^, do not prevent initiation of DNA replication, and prevention of RepID binding does not affect transcriptional activity. These observations rule out a possible causal relationship between RepID and LARC binding. The involvement of RepID in the interaction between Rep-P and LCR suggests a possible mechanism for dictating replication-initiation events. RepID may thus play a role in coordinating transcription and replication at the *beta-globin* locus and similar RepID-binding replicators through its tandem bromodomains.

We have identified a common GC-rich motif for RepID-binding, which is evident in the AG region of the Rep-P replicator and resembles motifs previously identified for replication-initiation sites in mice and *Drosophila*^7^. Although this motif is GC-rich, the ability to bind RepID is distinct from the ability to form G-quadruplex structures^18^ or other motifs that were associated with many replication origins^7^,^51^. Indeed, RepID-bound regions contained this motif whether they contributed to replication initiation or not. These studies support the notion that RepID is a sequence-specific DNA-binding protein that contributes to replication initiation at a subset of replication origins; however, other factors such as histone modifications and differentiation state might also affect the frequency of initiation.

RepID is a member of the DCAF family of proteins that interact with Cullin-RING-based E3 ubiquitin ligases^28^. WD40 repeat-containing proteins, including RepID (DCAF14) BRWD3 and BRWD1 (DCAF19), have diverse functions in eukaryotes that are often associated with cell cycle progression. Examples include LRWD1/ORCA facilitating ORC-binding to chromatin^22^, RFWD3 associating with replication protein A following damage repair^58^, DCAF2 (CDT2), mediating DNA-damage-induced p97-mediated Cdt1 proteolysis^29^ and DCAF1 (VprBP) facilitating cellular proliferation^59^. Similar to RepID, WD40-repeat-containing DCAF proteins may, therefore, act as adaptors for specific protein–chromatin interactions.

The replication deficiencies observed in the absence of RepID are consistent with the requirement of RepID for pancreatic β-cell proliferation^25^ and strongly suggest a role for RepID in the regulation of DNA replication. We observed that both the initiation and elongation steps of DNA synthesis seem affected in RepID-deficient MEFs, which initiate DNA replication at a low frequency and exhibit frequent replication fork stalling. These data are consistent with previous observations, suggesting that replication-initiation frequencies and elongation rates are interconnected. Recent studies demonstrate that a low frequency of active replication origins (genome-wide and in fragile sites) might trigger genomic instability, and, conversely, that the pace of replication could dictate the frequency of initiation events^53^,^60^,^61^,^62^. Although it is formally possible that RepID exerts unrelated effects on initiation and elongation, the colocalization we observed between RepID and replication origins and the requirement for RepID for initiation at a group of replication origins lend support to the hypothesis that RepID deficiency reduces the frequency of initiation events and this low frequency, in turn, affects genomic stability.

Although RepID deficiency affected replication-initiation rates, notably not all replication-initiation events were disabled, suggesting that many replication-initiation events did not require RepID. Although our observations could not formally rule out an indirect role of RepID in replication (for example, by affecting the activity or facilitating transcription of replication factors that regulate replication in a subgroup of RepID-binding sites), the data are consistent with the hypothesis that RepID facilitates initiation at RepID-binding origins. It is likely, therefore, that metazoan replication origins can be divided into different categories, each associated with a specific modifier protein that determines origin usage according to cell type and developmental stage. RepID may thus be the first member of a series of proteins, which we propose to name RepIDs that interact with particular subsets of replication origins to determine replicator activity. Such proteins might facilitate interactions between the cell cycle-regulatory network and chromatin to determine where and when DNA replication starts and how replication coordinates with transcription and other chromatin transactions.

## Methods

### Cell lines and culture conditions

We grew all cells in DMEM (Invitrogen, Cat. no. 10564-011) supplemented with 10% heat-inactivated fetal calf serum in a 37 °C/5% CO_2_ incubator. We added 1% penicillin–streptomycin (Invitrogen, Cat. no. 15140-163) and 1% Fungizone (Invitrogen, Cat. no. 15290-018) to the culture media as needed. All cells tested negative for mycoplasma. The selection drug, Zeocin (Invitrogen, Cat. No. R250-01), was added to CV-1 cells to a final concentration of 100 μg ml^−1^ before plasmid transfection. For RepID knockout stable clone selection, we added puromycin (Invitrogen, Cat. No. A11138-03) at a final concentration of 0.3125 μg ml^−1^ to HCT116 cells and 1 μg ml^−1^ to U2OS cells after plasmid transfection. Mouse embryonic fibroblasts were isolated from RepID-proficient and null mice^26^. CV-1 and RL4 cells harbouring Rep-P WT or mutant Rep-P were originally obtained from American Type Culture Collection (ATCC) and modified to facilitate site-specific insertions of defined sequences by FLP-mediated recombination^31^. Melanoma cell line 2451 13T (ref. 48) was a gift from Dr Yardena Samuels (NHGRI). All other cancer cell lines were obtained from ATCC (www.atcc.org).

Cell cycle fractionation was performed by centrifugal elutriation of asynchronously growing K562 cells. The purity of the fractions was measured using flow cytometry.

### EMSA

The oligonucleotide substrates used in the EMSA assays included the 45-bp asymmetric region (AG WT), the AG1 mutant oligo and the AG2 mutant oligo (Fig. 1). For EMSA analysis, biotin-labelled forward and reverse oligonucleotides were mixed at a final concentration of 100 pM, and then boiled at 100 °C for 1 min. After annealing, the oligonucleotides were incubated with 20 μg nuclear extract in 1 × binding buffer (10 mM Tris-HCl, 2.5% glycerol, 0.05% NP-40, 25 mM KCl, 1 μg poly (dI.dC) and 1 mM dithiothreitol (DTT)) for 30 min at room temperature. Reactions were subsequently subjected to electrophoresis using a 6% DNA retardation gel (Invitrogen Cat. no. EC6365BOX) on ice for 1.5 h and then transferred to a positively charged nylon membrane and ultraviolet-crosslinked. We used the LightShift Chemiluminescent EMSA kit (Pierce, Cat. no. 20148) for biotin-labelled DNA detection. For competition assays, biotin-labelled double-strand AG2 mutant oligonucleotides were mixed at a final concentration of 100 pM with unlabelled double-strand mutant oligonucleotides at the final concentrations of 100 pM, 1 nM and 10 nM. For supershift assays, nuclear extracts were incubated with antibodies before the labelled annealing oligonucleotides were added. Antibodies included RepID (A302-055A, Bethyl Laboratories Inc.) and ORC2 (559266, BD Biosciences). Antibodies were validated by the use of specific shRNA to deplete RepID in 2451 13T melanoma cells.

### shRNA knockdown

Specific silencing of endogenous RepID was achieved using an inducible shRNA-expressing vector, pSingle-tTS-shRNA (Clontech). shRNAs were inserted into the plasmid using the XhoI and HindIII cloning sites and were delivered into 2451 13T melanoma cells^48^. Stable clones were selected, and cells conditionally expressing shRNA directed against RepID were induced (or not) with doxycycline for 16 days.

### RepID knockout stable cells by the CRISPR-CAS9 system

A 20-bp guide sequence (5′- GTGATAAAATGATCCGAGTC -3′) targeting DNA within the fourth exon of RepID was selected from a published database of predicted high-specificity protospacer-PAM target sites in the human exome. Two complementary oligos (5′- CACCGTGATAAAATGATCCGAGTC -3′ and 5′- AAACGACTCGGATCATTTTATCAC -3′) containing the RepID guide sequence and BbsI ligation adapters were synthesized by Eurofins MWG Operon (Alabama, USA). Oligo (100 mM, in a total volume of 10 ml) was annealed and ligated into the BbsI-digested pX330 vector. The sequence of the construct was verified by sequencing. For stable selection, HCT116 or U2OS cells were cultured in six-well dishes to 70–80% confluence. Cells were co-transfected with 2 mg of RepID single guide RNA (sgRNA) plasmid plus 2 mg of linearized pCR2.1 vector harbouring a puromycin-resistance gene and 10 ml of Lipofectamine 2000 (Life Technologies) per well. Twenty-four hours post transfection, 10% of transfected cells was seeding to 10-cm dishes in a serial dilution. In the next day, cells were cultured in the medium with appropriate concentration of puromycin for selection.

### Nascent-strand DNA analysis

Nascent-strand DNA^31^,^34^ was extracted from asynchronous cells. This DNA was fractionated on a neutral sucrose gradient. DNA fractions (0.5–1 kb) were collected and treated with λ exonuclease to remove non-RNA-primed genomic DNA fragments. Nascent-strand DNA was quantified with real-time PCR using an ABI 7900 thermocycler (primers and probes used for real-time PCR are listed in Supplementary Table 2). AG1 and AG2 mutations were introduced by site-directed mutagenesis^46^.

### ChIP analysis

ChIP analyses were performed with 1% formaldehyde-fixed K562, U2OS RepID 3XFlag, CV-1 and RL4 cells using the Millipore ChIP assay kit (Cat. no. 17–295). Antibodies included normal rabbit IgG (sc-2027), anti-Flag (F3165; Sigma-Aldrich) and anti-PHIP (sc-68354; Santa Cruz Biotechnologies). ChIP samples were analysed with real-time PCR using an ABI 7900 thermocycler, with primers/probes listed in Supplementary Table 2. ChIP experiments were performed on at least two biological replicates for each cell line, and PCR amplifications were performed in triplicates. All ChIP data were expressed as nanogram-amplified DNA (calculated based on standardized curves of genomic DNA) divided by the number of molecules amplified from the same preparation of ‘Input' and ‘mock' samples.

### Peak-calling of ChIP-seq and NS-seq

For nascent-strand and ChIP-Seq experiments, regions that were significantly enriched were identified using two peak-calling programmes. For RepID ChIP, the MACS peak-calling programme http://liulab.dfci.harvard.edu/MACS/ was used, comparing reads from the ChIP-seq experiment to genomic input reads from the same cell line, with default parameters and a *P*-value=1e−9. Overall, 24,222 regions enriched for RepID were identified. For U2OS nascent-strand peak-calling, the SICER programme (http://home.gwu.edu/~wpeng/Software.htm) was used. This programme was chosen because of the presence of wide initiation zones. Nascent-strand reads were called by comparison with U2OS genomic reads using a window size of 200 bp, gap size of 600 bp and false discovery rate (FDR) of 0.01. Overall, 92,814 regions enriched for replication initiation were identified. Screenshots of example genomic loci were captured using the IGV genome browser (https://www.broadinstitute.org/igv/). Intersections between two files of enriched regions were identified using a custom script (available on request). The genome-wide colocalization analyses comparing bed files of RepID-bound regions and replication-initiation sites were performed using GenomeInspector with a 20-kb window size.

### Identification of a consensus sequence

A subset of RepID-enriched regions from FLAG ChIP-Seq experiments in U2OS RepID-3 × FLAG stable cells was identified with the following criteria: enriched regions were shorter than 400 bp, located at least 1 kb away from the nearest RepID peaks, and have peak scores greater than 150. These criteria identified 268 RepID regions that were submitted to MEME-ChIP, with parameters asking for a sequence between 6 and 22 bp. The first motif was a 21-bp motif, which was truncated to a 12-bp motif that could be found in the AG sequence of the Rep-P replicator containing the AG1 site. A custom string search script was used to identify the percentage of sequences containing the motif. A custom script was used to create random files that had the same number of sequences of the same length, but from random genomic loci. (Both scripts are available on request.)

### DNA fibre analyses

DNA combing analysis of replicating DNA was performed as follows using previously published methods^63^. *RepID* WT and *RepID−/−* cells were pulse-labelled with 20 μM IdU (Sigma, Cat. no. I-7125) for 30 min, and then with 50 μM CldU (MP biomedical, Cat. no. 105478) for 30 min. Following the CldU pulse, the cells were embedded in low-melting agarose plugs, and were lysed in the plug with lysis buffer (1 mg ml^−1^ proteinase K, 50 mM EDTA, 1% N-lauroyl-sarcosine, 10 mM Tris-Cl, pH 8.0) at 50 °C overnight. After digesting the plug with β-agarase (New England Biolabs, Beverly, MA), DNA was combed to silanized surfaces (Microsurfaces Inc.). Replicating DNA was detected with anti-IdU (BD, Cat. no. 347580), anti-CldU (Accuratechmecal, Cat. no. OBT0030) and anti-single stranded DNA (Chemicon, Cat. no. MAB3034) antibodies. Images were captured using the Attovision software and the epifluorescence microscope Pathway (Becton Dickinson). For replication fork rate measurements, only internal replication signals on single-strand DNA (not colocalizing with DNA fibre bundles, not located at the end of a strand) were selected for analyses. Samples have included a BAC as a molecular marker, allowing us to assess the uniformity of fibre-stretching and convert labelled signal length (in microns) to fibre length (in kb). Signals were marked for evaluation by ‘blind' measurers (not knowing which samples they were measuring); signal length was measured using the Image J software (open source from National Cancer Institute, NIH) followed by automatic compilation of signal lengths into an Excel worksheet. Replication fork velocities were calculated using elongating fork signals only (initiating forks were eliminated). Fork velocities and origin distances were calculated using a constant of 2 kb μm^−1^. Experiments were performed at least in duplicate using independent biological isolations of DNA fibres for each experimental condition. Statistical analyses were preformed with the Prism 5.0 software (GraphPad Software Inc.) using the non-parametric Mann–Whitney rank-sum test.

### Cell cycle analysis

Cells were pulse-labelled with 20 μM 5-ethynyl uridine (EdU) for 45 min before cell harvest. EdU staining was performed using the Click-iT EdU kit (Invitrogen, C10424) according to the manufacturer's protocol. 4,6-Diamidino-2-phenylindole or propidium iodide (PI) were used for DNA staining. BD LSRFortessa cell analyser with the FACSDiva software was used for cell cycle analysis.

### Nuclear protein extract preparation

Cells were harvested and incubated in sucrose buffer containing NP-40 (320 mM sucrose, 10 mM Tris-HCl pH 8.0, 3 mM CaCl_2_, 2 mM MgOAc, 0.1 mM EDTA, 0.5% NP-40, 1 mM DTT, 0.5 mM phenylmethylsulphonyl fluoride (PMSF), protease inhibitor cocktail (Sigma, Cat. P8340) and phosphatase inhibitor cocktail (Roche, Cat. 04906845001)). Nuclei were harvested by centrifugation, washed and resuspended in low-salt buffer (20 mM HEPES pH 7.9, 20 mM KCl, 0.2 mM EDTA, 25% glycerol (v/v), 0.5 mM DTT, 0.5 mM PMSF, protease inhibitor cocktail and phosphatase inhibitor cocktail). And then an equal volume of high-salt buffer (20 mM HEPES pH 7.9, 800 mM KCl, 0.2 mM EDTA, 25% glycerol (v/v), 1% NP-40, 0.5 mM DTT, 0.5 mM PMSF, protease inhibitor cocktail and phosphatase inhibitor cocktail) was added. The suspension was incubated at 4 °C for 45 min with rotation, and then were centrifuged it at 14,000 *g* for 15 min at 4 °C. The supernatant was the nuclear soluble fraction, and the pellet was the insoluble chromatin-bound fraction. Before use, protein concentrations were determined with a Bio-Rad DC protein assay kit (Bio-Rad, Cat. no. 500-0112).

### Biotin pull-down assay and mass spectrometry

The forward and reverse strands of biotin-labelled AG WT oligos (2.5 μg each) were mixed and incubated for 10 min at room temperature, and then 15 ml 1 × binding buffer (10 mM Tris-HCl, 2.5% glycerol, 0.05% NP-40, 25 mM KCl, 1 μg poly (dI.dC), 1 mM DTT and proteinase inhibitor cocktail) was added. And then 0.5 ml of the Dynabeads M-280 Streptavidin (Invitrogen, Cat. no. 112.05D), 250 μg of the unlabelled competitor AG1 oligo mixture and 500 μg of K562 nuclear protein extract were added. The Dynabeads were collected by using a magnet after 2 h of incubation at room temperature. After washing the beads with 1 × binding buffer for three times, the proteins were eluted by adding 40 μl of 2 × SDS sample buffer and ran on a 4–12% Tris-Glycine SDS–PAGE gel with coomassie-blue. Specific bands were sent for mass spectrometry analysis at the Advanced Technology Program of the National Cancer Institute at Frederick. Of the 117 proteins identified in the initial screen, proteins identified based on a single peptide, low Mascot scores and known contaminants such as keratin were eliminated, and a top group of 10 proteins was selected for further analysis using the CellMiner tool (http://discover.nci.nih.gov; see below for gene expression analyses).

### Gene expression pattern analysis

Gene expression data used in the current study can be accessed at CellMiner, at http://discover.nci.nih.gov^47^ or from the GEO data repository (accession numbers GSE22821, GSE5846, GSE5949, GSE5720 and GSE32474). To obtain the transcription profile, the NCI-60 cancer cell lines were obtained from the Developmental Therapeutics Program, Division of Cancer Treatment and Diagnosis^64^. Expression levels for transcripts were determined with data for probes from five platforms and normalization (http://discover.nci.nih.gov/cellminer/). Affymetrix (Affymetrix Inc., Sunnyvale, CA) Human Genome U95 Set (HG-U95); the Human Genome U133 (HG-U133); the Human Genome U133 Plus 2.0 Arrays (HG-U133 Plus 2.0); and the GeneChip Human Exon 1.0 ST array (GH Exon 1.0 ST) were included. Agilent (Agilent Technologies Inc., Santa Clara, CA) Whole Human Genome Oligo Microarray was also included. Composite probe set intensity values were transformed to *z*-scores through subtraction of their 60 cell line means and division by their s.d.'s (calculations performed in Java). Cross-correlations of the *z*-score values were carried out in Java.

### ChIP-3C analysis

K562 or U2OS cells (10^7^ per sample) were fixed in 1% formaldehyde, quenched with 0.125 M glycine and then lysed with 0.2% Nonidet P-40 on ice for 1 h at 4 °C. Nuclei were collected by centrifugation, resuspended in NEB buffer 2 (New England Biolabs) containing 0.3% SDS, treated at 37 °C for 1 h and quenched with 2% Triton X-100 at 37 °C for 1 h, and then digested with HindIII at 37 °C overnight. The digested chromatin was immunoprecipitated with an antibody against RepID (A302-055A; Bethyl Laboratories Inc) or IgG control before proceeding to ligation. Subsequently, the beads were washed and resuspended in 200 μl of ligation buffer, and DNA was ligated at 16 °C overnight. Next, crosslinking was reversed and DNA was extracted by phenol/chloroform and ethanol precipitation. The interaction between HS2 and Rep-P was tested by PCR amplification (30 ng DNA template per reaction). The primers and probes used for PCR are listed in Supplementary Table 2. The 3C-qPCR assay primers were designed using the SnapGene Viewer Software. Real-time quantitative PCR was performed on ABI 7900 thermocycler using Taqman Premix (Invitrogen). Primer efficiencies were normalized using a single BAC (RP11622D14) clone covering the entire human ß-globin domain. 3C-qPCR data were normalized versus the ‘internal' primer pair AG (Supplementary Table 2) located in the *HBB* locus. The qPCR procedure (50 °C for 2 min followed by 95 °C for 10 min and 40 cycles of 95 °C for 15 s, 60 °C for 1 min) was performed according to the manufacturer's instructions.

### Chromosome conformation capture

Approximately 10^7^ cells were fixed in 1% formaldehyde, quenched with 0.125 M glycine and then lysed with 0.2% Nonidet P-40 on ice for 1 h at 4 °C. Nuclei were collected by centrifugation, resuspended in NEB buffer 2 (New England Biolabs) containing 0.3% SDS, treated at 37 °C for 1 h and quenched with 2% Triton X-100 at 37 °C for 1 h, and then digested with HindIII at 37 °C overnight. On the second day, DNA was ligated at 16 °C for 4 h in 7 ml of ligation buffer to minimize the intra-DNA ligation. Crosslinking was reversed and DNA extracted by phenol/chloroform. As a negative control, digested DNA was directly reverse-crosslinked without ligation. For the 3C assay, the HindIII-cut and re-ligated BAC RP11622D14 clone covering the entire human ß-globin domain was used for the 3C control templates. To correct for differences in digestion and crosslinking efficiencies between the different samples, 3C data were normalized towards loading controls (GAPDH primers) and a set of primers derived from the *ERCC3* gene^65^. Interaction among Rep-P origin and the human beta-globin locus was quantified with real-time PCR using an ABI 7900 thermocycler as described above (primers and probes used for real-time PCR are listed in Supplementary Table 2).

### Data availability

The data sets for the ChIP-seq and nascent-strand next-generation sequencing are available from the GEO under Accession codes GSE28911.

## Additional information

**Accession codes:** The data sets for the ChIP-seq and nascent-strand next-generation sequencing are available from the GEO under Accession codes GSE28911.

**How to cite this article:** Zhang, Y. *et al*. A replicator-specific binding protein essential for site-specific initiation of DNA replication in mammalian cells. *Nat. Commun.* 7:11748 doi: 10.1038/ncomms11748 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-4

## Figures and Tables

**Figure 1:**
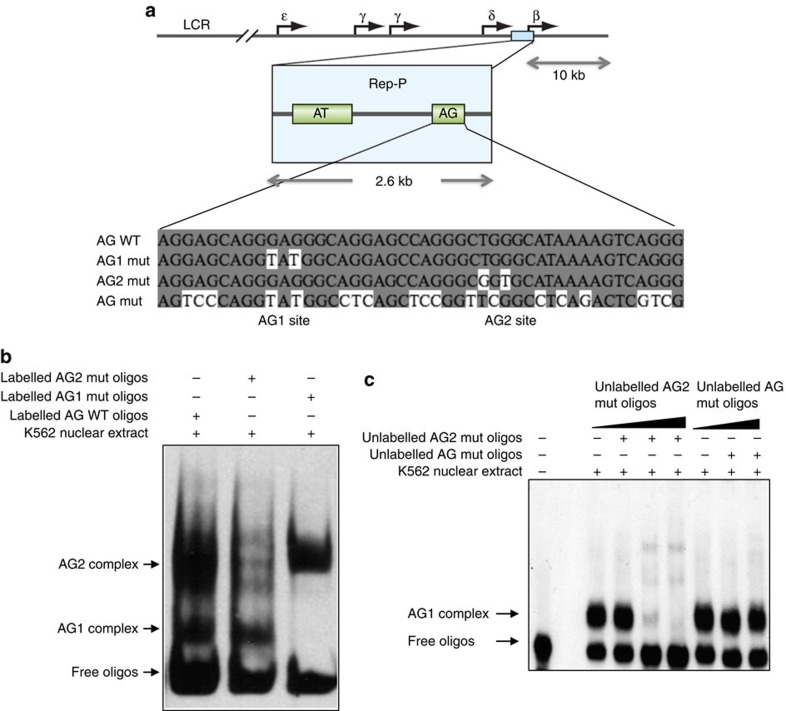
Two distinct DNA–protein interactions at replicator sequences. (**a**) Map of the *HBB* locus (top row), Rep-P (second row) and sequences of the intact (AG WT) and mutant (AG1, AG2 and AG mut) oligonucleotides used in this study. Only one strand is shown. The unshaded nucleotides indicate changes from the AG WT oligo. (**b**) EMSA analyses were used to measure interactions between proteins from K562 cells and biotin-labelled oligos of AG WT, mutated AG1 and mutated AG2 with sequences shown in **a**. Two DNA–protein complexes were detected with AG WT oligos, but only one complex was detected for AG1 mutant oligos (lower motility—interaction at the AG2 site) and AG2 mutant oligos (higher motility—interaction with the AG1 site). Arrowheads point to specific activities termed AG1 and AG2 and to free oligonucleotides. (**c**) Specificity of AG1 complex formation. Biotin-labelled double-stranded AG2-mutated oligonucleotides, which contain an intact AG1 site and a mutated AG2 site, interacted with K562 nuclear protein extracts in the presence and absence of specific competing unlabelled oligonucleotides (AG2) and nonspecific competing unlabelled oligonucleotides (AG mut, which could not participate in either AG1 or AG2 complexes). Increasing concentrations of unlabelled AG2, but not AG mut, competed for the AG1 complex. The molecular ratios of specific competitor and probe were 1:1, 1:10 and 1:100, and unspecific competitor and probe were 1:1 and 1:100. The ‘+' symbol indicates that the reagent was added to the binding reaction, whereas the ‘−' symbol indicates that the reagent was not included.

**Figure 2:**
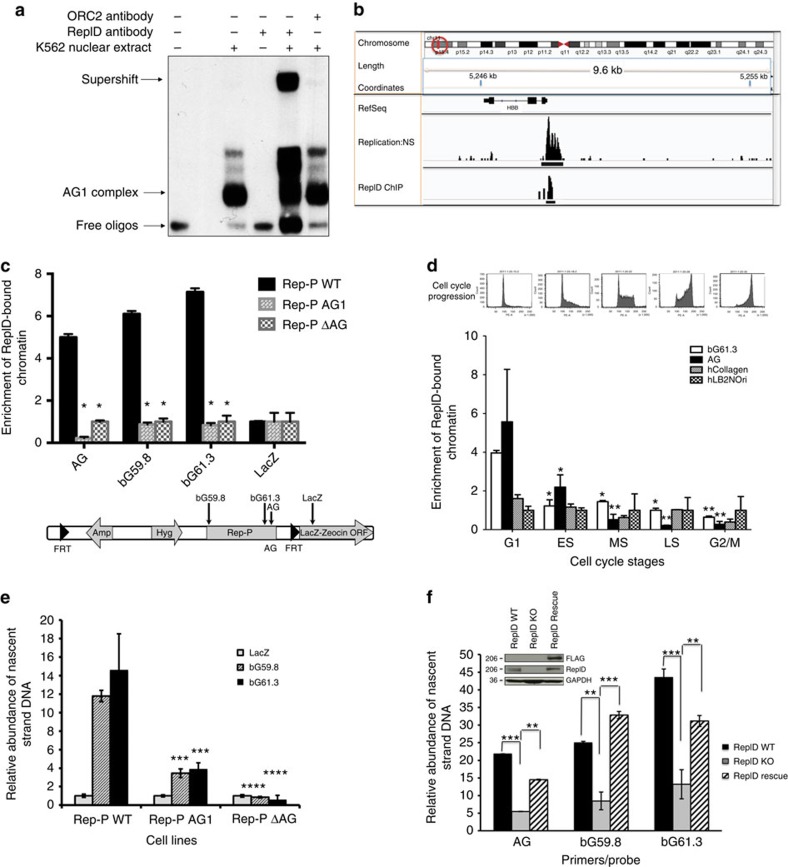
RepID interacts with replication-initiation sites. (**a**) An antibody against RepID supershifted a DNA–protein complex. EMSAs in K562 nuclear protein extracts are shown in the presence and absence of the indicated antibodies. (The additional band above the AG1 complex is not specific.) (**b**) ChIP-Seq analysis of RepID binding the *HBB* locus. Top row, a chromosome map. Below the map, First row, nascent strands reads obtained from K562 cells, second row, RepID ChIP-Seq reads obtained from K562 cells aligned to the indicated region (see ‘Methods' for details). (**c**) ChIP analysis of RepID binding in Simian CV-1 cells harbouring Rep-P variants inserted by site-specific recombination into a constant site. Rep-P WT, unmutated Rep-P; Rep-P AG1, Rep-P carrying the AG1 mutation; Rep-P ΔAG, Rep-P with the entire AG domain deleted. The LacZ primer/probe served as a negative control. All data were normalized versus amplification by the LacZ primer/probe. FRT, the fLP recombinase target (FRT) site; Amp, ampicillin; Hyg, hygromycin; LacZ-Zeocin ORF, the LacZ-Zeocin open reading frame. Statistical significance (—*P*<0.05) was calculated (*t*-test) versus Rep-P WT. (**d**) ChIP of RepID binding in K562 cells at different phases of the cell cycle. Primers and probe: bG59.8, bG61.3 and AG from the human Rep-P, hCollagen (human collagen VI), hLB2Nori (a non-initiating sequence near the LMNB2). Statistical significance (**P<0.01 or *P<0.05) was calculated versus G1. (**e**) The abundance of *HBB* sequences in nascent DNA strands from CV-1 cells harbouring Rep-P variants as described in the legend to **c**. Data were normalized to sequences amplified by the LacZ primer/probe. Statistical significance (****P<0.001 or ***P<0.005) was calculated versus Rep-P WT. (**f**) Depletion of RepID prevented replication initiation at beta-globin origin, but initiation was restored by re-introducing RepID. The abundance of sequences from the *HBB* locus was measured in nascent DNA strands isolated from U2OS cells harbouring RepID siRNA or expressing of pCMV-RepID-3 × FLAG. Statistical significance (***P<0.005 or **P<0.01) was calculated as indicated. RepID expression levels were detected using indicated antibodies as shown. Each chart in **c**–**f** shows results from a representative experiment (*n*=3).

**Figure 3:**
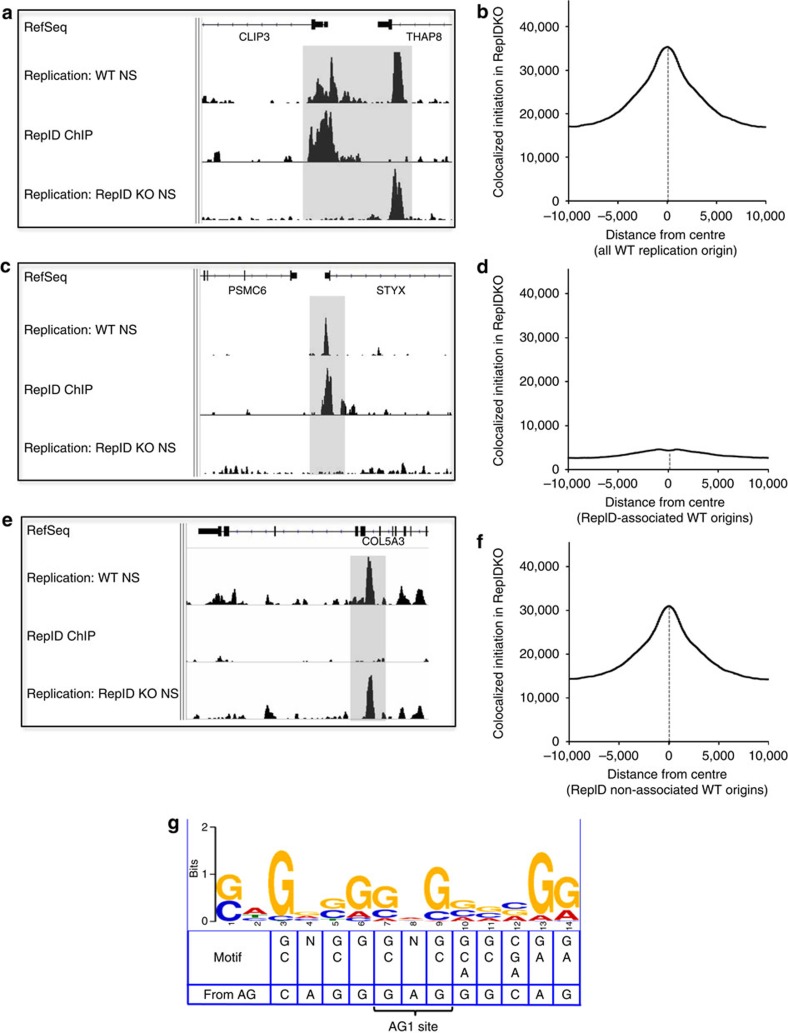
Genome-wide colocalization of RepID with replication-initiation sites. (**a**) A screenshot of a sample genomic region showing replication-initiation profiles (NS-Seq) and protein-binding (ChIP-Seq) data. Top track, below the RepSeq genes: nascent-strand patterns from cells with WT RepID (Replication: WT NS). Middle track: ChIP-Seq patterns in WT cells (RepID ChIP). Lowest track: nascent-strand patterns from cells depleted of RepID (Replication: RepID KO NS). The shaded region delineates a RepID-binding origin adjacent to an origin that does not bind RepID. An expanded screenshot of the same region is shown in Supplementary Fig. 4d. (**b**) The distribution of replication-initiation events in RepID KO cells (overall, 58,656 NS-Seq peaks) that colocalized with initiation events in WT cells, plotted as a function of the distance from the centre of WT origins (overall, 78,859 NS-Seq peaks). (**c**) A screenshot of a sample genomic region showing replication-initiation profiles as in **a**. The shaded region delineates a replication origin that binds RepID in WT cells and does not initiate replication in KO cells. An expanded screenshot of the same region is shown in Supplementary Fig. 4e. (**d**) The distribution of replication-initiation events in KO cells plotted as a function of the distance from the centre of origins that were bound by RepID in WT cells (14,716 NS-Seq peaks). (**e**) A screenshot of a sample genomic region showing replication-initiation profiles as in **a**. The shaded region delineates a replication origin that does not bind RepID in WT cells and initiates replication in both WT and KO cells. An expanded screenshot of the same region is shown in Supplementary Fig. 4f. (**f**) The distribution of replication-initiation events in KO cells along genomic regions flanking replication origins that initiated replication but did not bind RepID in WT cells (64,143 peaks). (**g**) Consensus sequence for RepID binding identified using a subset of RepID-bound regions. Consensus is aligned with a 12-bp motif, which matches the AG1 site. Data showing the abundance of the motif in RepID-bound regions or randomized files are presented in Supplementary Table 4.

**Figure 4:**
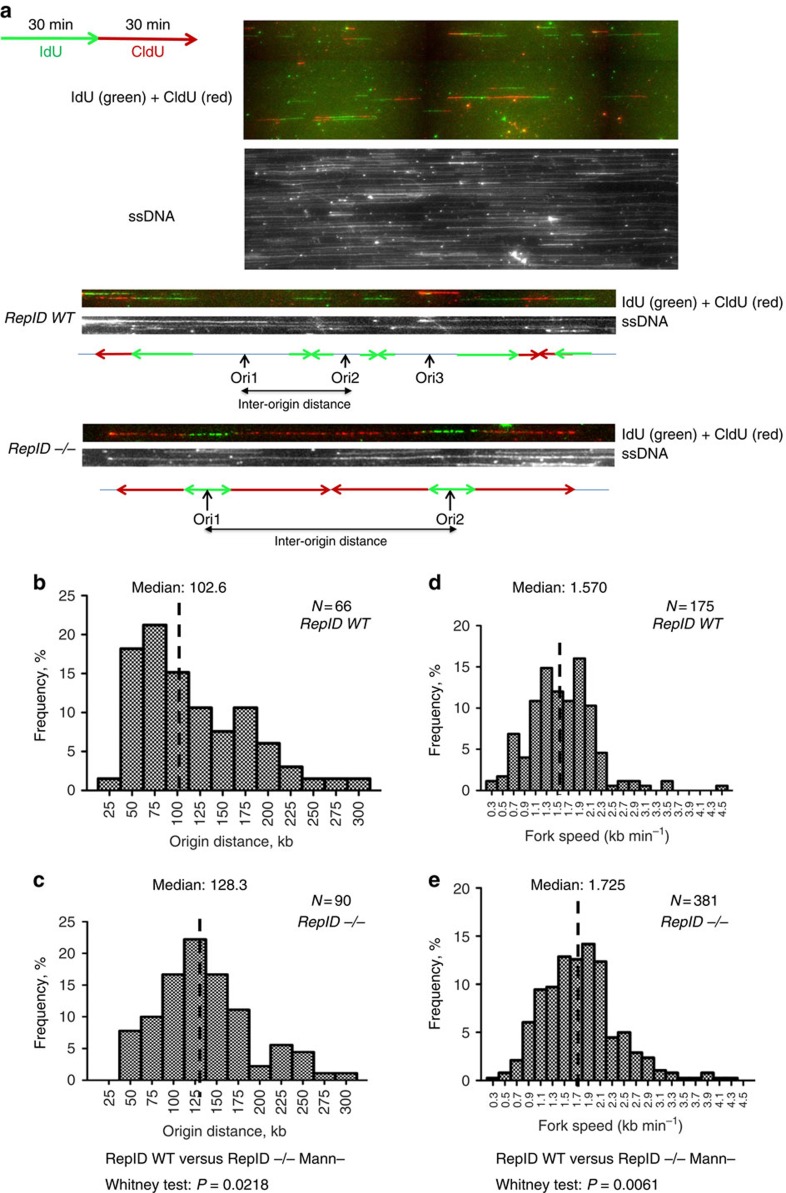
Depletion of RepID decreases the frequency of replication-initiation events. (**a**) Cells were sequentially labelled with IdU followed by CldU. Top panel, a typical field with replication signals (IdU detected in green and CldU detected in red). Second panel, the same field with all fibres labelled with an antibody detecting single-strand DNA (ssDNA; grey). Third and fourth panels, an example of CldU-IdU (third) ssDNA (fourth) fibre tracks from *RepID WT* MEFs. Fifth and sixth panels, an example of CldU-IdU (fifth) ssDNA (sixth) fibre tracks from *RepID −/−* MEFs. Illustrations of replication fork patterns are shown below the ssDNA track. The lengths of fibres label associated with ldU and CIdU incorporation and inter-origin distances were measured (see Methods), and rates of replication fork progression were calculated based on these values. Ori, origin; ssDNA, DNA detected by anti-single strand antibody. (**b**,**c**) Measurements of the distribution of distances between replication origins in DNA fibres from *WT* MEFs and *RepID −/−* MEFs. (**d**,**e**) Measurements of the distribution of replication fork progression rates for *WT* and *RepID −/−*MEFs. The differences between measurements from fibres obtained from wild-type and *RepID*-deficient MEFs were significant at *P*<0.05 (*P*=0.0218 for inter-origin distance and *P*=0.0061 for replication fork speed as calculated using the Mann–Whitney test). Normality test by Kolmogorov–Smirnov test showed that the distributions of data for **b**–**e** are not normal (*P*<0.01).

**Figure 5:**
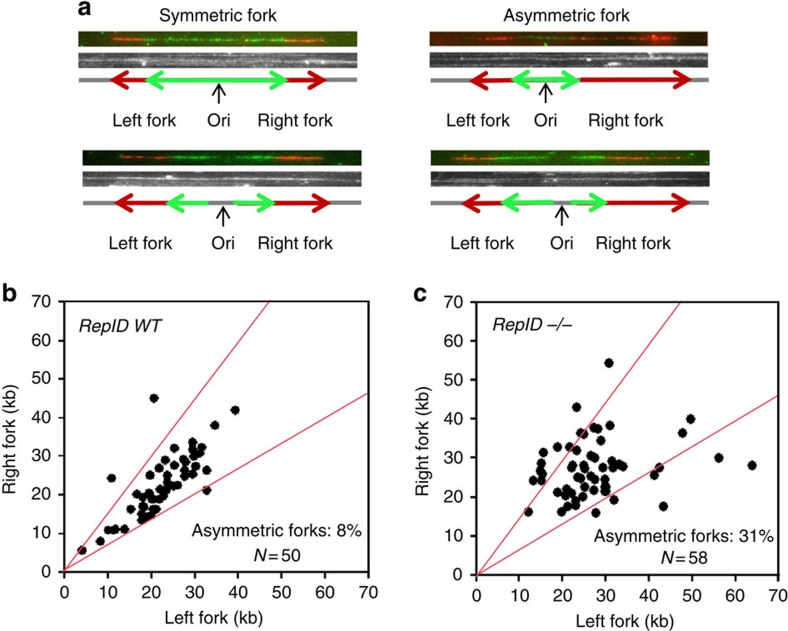
*RepID*-deficient MEFs exhibit replication fork asymmetry. (**a**) Examples of DNA fibres derived from wild-type and *RepID −/−* MEFs that contain symmetric and asymmetric replication forks. (**b**,**c**) Scatter plots of left and right fork lengths in RepID *WT* (**b**) and *RepID −/−* (**c**) cells. The percentages of the asymmetric forks (outside the red lines) and the number of replication forks measured in both cells are presented on the plots, demonstrating that 31% of forks were asymmetric in *RepID−/−* MEFs, whereas 8% of forks were asymmetric in *RepID WT* MEFs.

**Figure 6:**
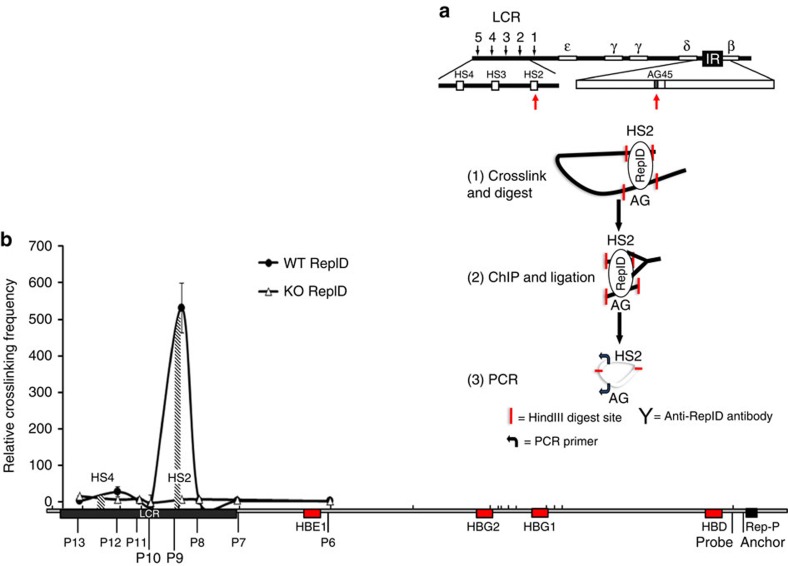
RepID is present in a complex between LCR and Rep-P in early replicating *HBB* loci. (**a**) Schematic illustration of the beta-globin locus and the outline of ChIP-3C procedure. Cells were lysed and digested with HindIII. Crosslinked chromatin fragments were immunoprecipitated with anti-RepID antibody and ligated. Crosslinks were reversed and DNA was isolated and amplified by PCR. The primers and TaqMan probe used for the ChIP-3C analysis are listed in the ‘Methods' section. The red arrows indicate the location of AG and HS2 on the beta-globin locus, which are more than 50 kb away from each other. (**b**) ChIP-3C analysis of long-distance RepID-associated chromatin interactions at the *HBB* locus in U2OS WT and RepID knockout cells. The 3C primers correspond to sequences near the downstream sticky ends of the 3C fragments. Primer/probe combinations were designated p6 to p13, and their locations are indicated as half arrows. The *x* axis shows the positions of the restriction fragments on the genomic scale (vertical bars). The diagram represents the extent of PCR amplification of each primer/probe pair. Values represent the average of triplicate samples (bars represent s.e.'s). Data were obtained after subtraction of no ligation controls and were normalized to the AG site loading control. Primer efficiencies were normalized using a single bacterial artificial chromosome (BAC) clone covering the genome segment under study.

**Figure 7:**
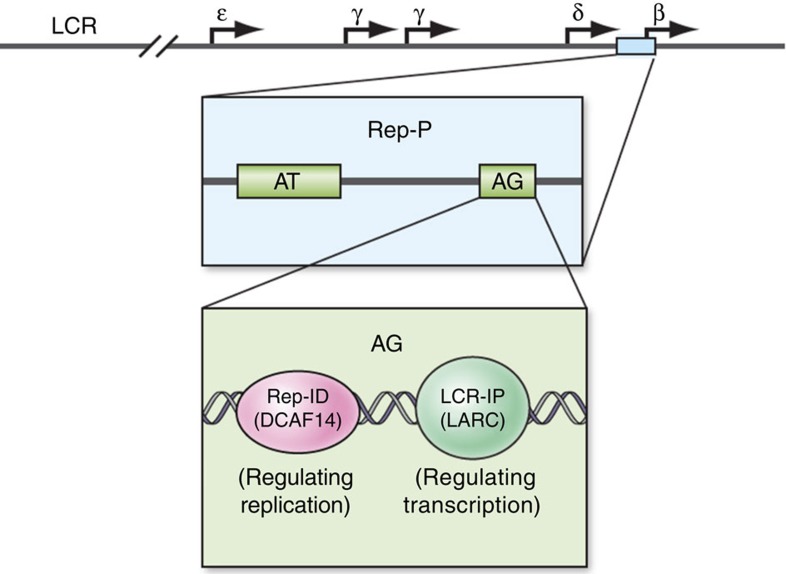
Spatial organization of DNA–protein interactions within Rep-P. The asymmetric region within the Rep-P replication of the *HBB* locus is involved in two distinct DNA–protein interactions. An interaction with the LARC complex facilitates transcription and maintains an open chromatin conformation in erythroid cells^46^, whereas the interaction of adjacent sequences with RepID facilitates the initiation of DNA replication from Rep-P. Top diagram, a schematic of the *HBB* locus, illustrating the location of the Rep-P replicator; middle, a schematic of the Rep-P replicator, illustrating the location of the AG sequence (sequence shown in Fig. 1a); lower diagram, two adjacent protein–DNA interactions within AG.

# Supplementary material for: A replicator-specific binding protein essential for site-specific initiation of DNA replication in mammalian cells
**Source:** Nat Commun. 2016 Jun 8;7:11748. doi: 10.1038/ncomms11748
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Tables 1-4

Supplemental Information:

a

|           |                                               | EMSA result |
|-----------|-----------------------------------------------|-------------|
| AG WT     | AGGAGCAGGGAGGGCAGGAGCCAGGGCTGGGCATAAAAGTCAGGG | Both        |
| Mut a     | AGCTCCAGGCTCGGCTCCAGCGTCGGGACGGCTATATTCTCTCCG | Both        |
| Mut b     | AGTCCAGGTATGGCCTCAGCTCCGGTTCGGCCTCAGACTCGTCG  | None        |
| Mut c     | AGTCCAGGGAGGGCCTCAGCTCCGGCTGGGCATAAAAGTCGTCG  | Both        |
| Mut d     | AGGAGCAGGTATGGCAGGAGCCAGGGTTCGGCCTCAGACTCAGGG | AG2         |
| Mut e     | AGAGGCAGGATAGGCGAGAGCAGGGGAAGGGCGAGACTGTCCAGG | Both        |
| Mut f     | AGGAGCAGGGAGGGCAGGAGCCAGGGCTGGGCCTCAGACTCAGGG | Both        |
| AG1       | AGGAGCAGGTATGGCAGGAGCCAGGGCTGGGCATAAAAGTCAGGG | AG2         |
| GQM       | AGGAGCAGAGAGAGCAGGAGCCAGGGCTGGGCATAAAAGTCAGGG | Both        |
| GQEM      | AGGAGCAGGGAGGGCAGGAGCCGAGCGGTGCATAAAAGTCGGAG  | AG1         |
| GQEM1-2   | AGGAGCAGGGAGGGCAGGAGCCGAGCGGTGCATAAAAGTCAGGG  | AG1         |
| GQEM1-3   | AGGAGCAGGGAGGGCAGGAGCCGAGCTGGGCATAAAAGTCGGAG  | Both        |
| GQEM2-3   | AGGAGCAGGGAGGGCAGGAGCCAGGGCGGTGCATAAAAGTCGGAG | AG1         |
| AG2       | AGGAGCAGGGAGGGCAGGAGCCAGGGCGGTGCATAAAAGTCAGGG | AG1         |
| Mut2-1    | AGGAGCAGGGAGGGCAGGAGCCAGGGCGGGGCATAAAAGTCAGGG | Both        |
| Mut2-2    | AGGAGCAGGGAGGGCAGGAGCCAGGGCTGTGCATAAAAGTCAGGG | Both        |
| Consensus | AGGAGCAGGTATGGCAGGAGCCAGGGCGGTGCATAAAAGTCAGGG |             |
|           | AG1 siteAG2 site                              |             |

b

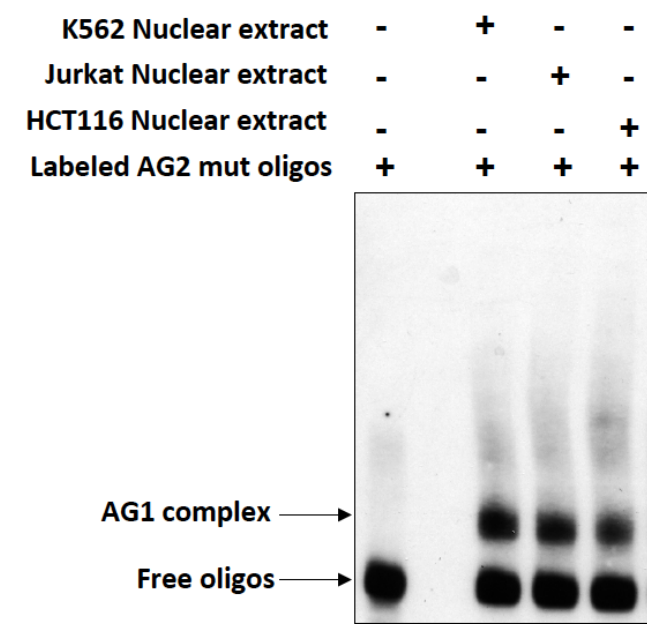

**Supplementary Figure 1 | (a)** DNA sequence of all the oligonucleotides used in this study. Only one strand is shown. The unshaded nucleotide sequences show changes from the wild-type oligo (AG WT). The first 7 oligo mutants were designed to test AG asymmetry and to identify the AG1 binding site; the 8th to the 15th oligos were designed to identify the AG2 binding sites. A summary of the EMSA results using these oligos (for an example, see Fig. 1b) is listed on the right side panel. “None” indicates that no EMSA activities were observed; “Both” indicates that both AG1 and AG2 shifts were observed; “AG1” or “AG2” indicate the specific activity observed (see Fig. 1 of the main text for an example). (b) EMSA analysis using nuclear extracts from erythroid, non-erythroid cells and colorectal carcinoma cells with oligonucleotides containing the mutant asymmetric region (AG2, capable of forming the AG1 complex) from the Rep-P replicator.

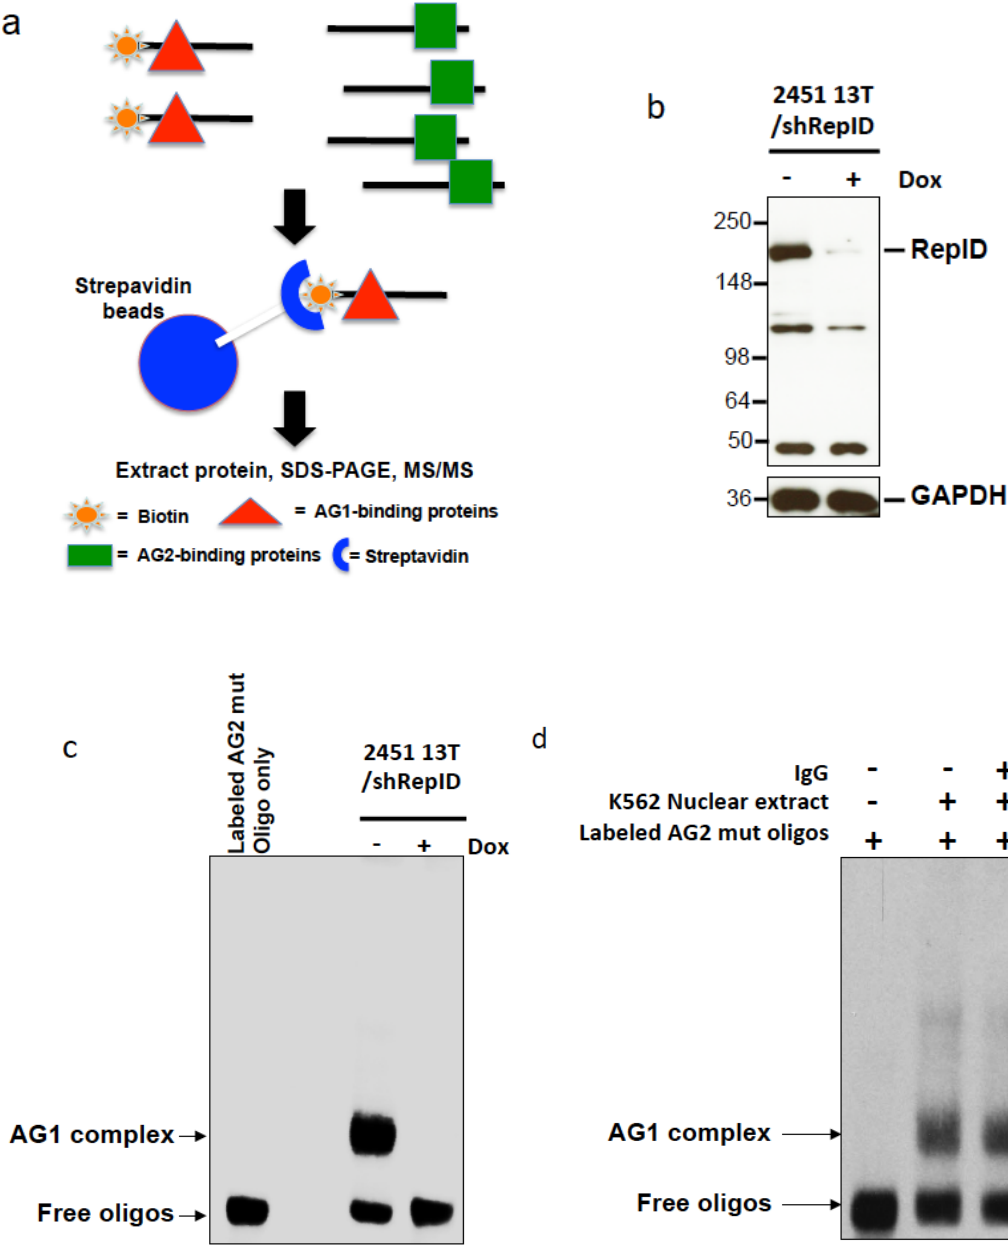

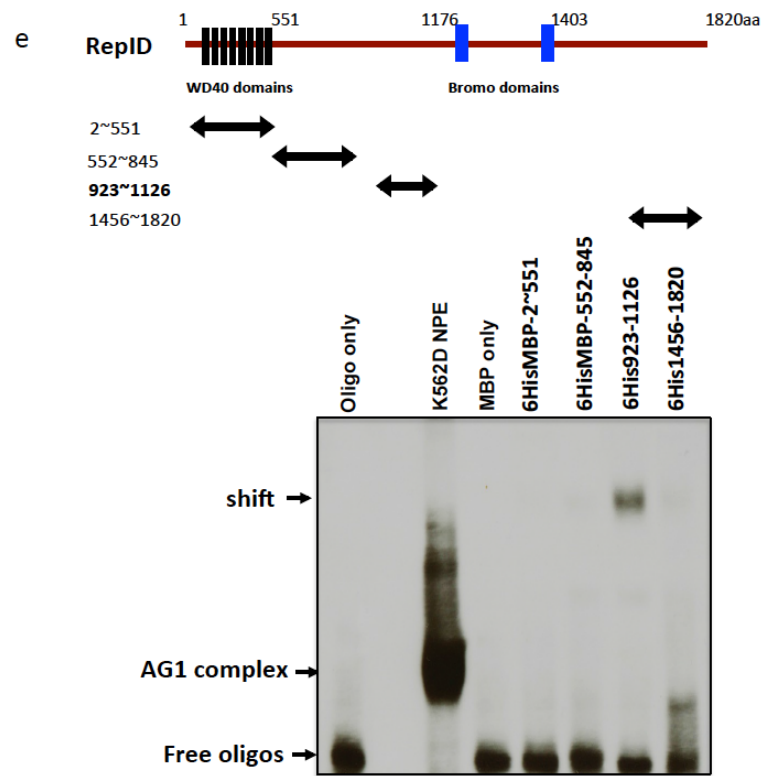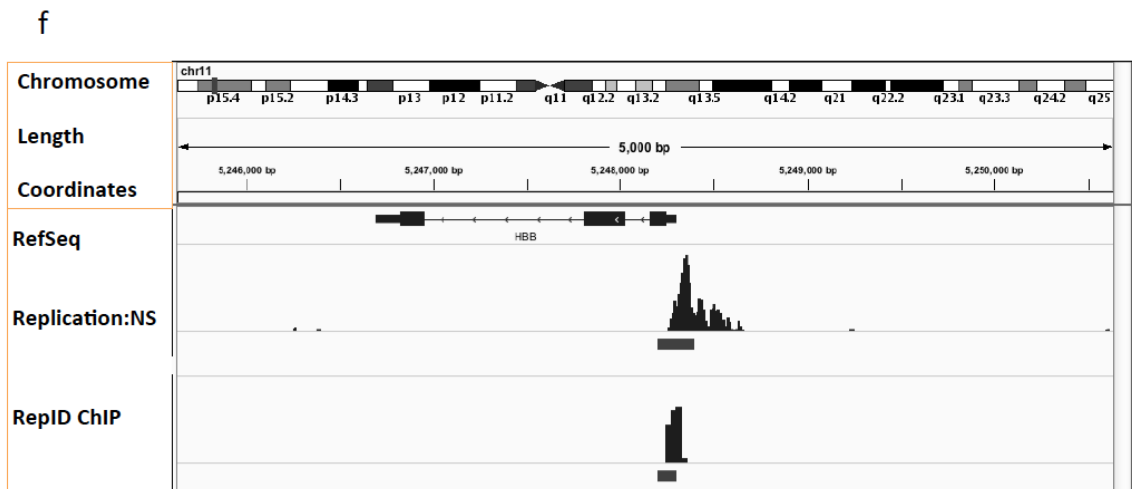

**Supplementary Figure 2** | RepID is an AG1 site-specific binding protein. (a) Identification of RepID. Principle of the biotin-pull-down assay used to isolate proteins that bind the AG oligo but not the mutant AG-1. Oligonucleotides with the AG1 site mutated were

added to the assay as a competitor to minimize non-specific binding and AG2-binding proteins. The resulting protein samples were sequenced by mass spectrometry (Tandem MS/peptide mapping). (b) 2451 13T melanoma cells stably expressing Tet-on inducible shRNA targeting RepID (2451 13T/shRepID) under the control of a doxycycline (Dox) promoter were treated with/without Dox for 16 days. Samples were analyzed by immunoblotting with a rabbit polyclonal antibody against RepID. The molecular weight of RepID is 206 kDa. Two additional non-specific bands were detected at 110kDa and 48kDa. (c) RepID depletion reduced AG1 binding activity sharply. EMSA was performed using nuclear extracts from melanoma 2451 13T cells stably expressing Tet-on inducible shRNA targeting RepID (2451 13T/shRepID), which were treated with/without Dox for 16 days, with oligonucleotides containing the AG2 mutation. (d) Prebleed (IgG) could not supershift a DNA-protein complex in EMSA with K562 nuclear proteins and oligonucleotides containing the AG2 mutation. (e) EMSA experiment was performed using from *E.coli* - purified RepID fragments and oligonucleotides containing the AG2 mutation to identify the DNA binding site within RepID. The illustration shows the full-length RepID protein, indicating the positions of the 8 WD40 domains and 2 Bromo domains and the positions of the purified fragments. (f) An IGV screenshot showing the replication initiation profile and RepID protein binding at the *HBB* locus obtained by massively parallel sequencing of nascent DNA strands (NS-Seq) and CHIP-Seq, respectively, in U2OS cells.

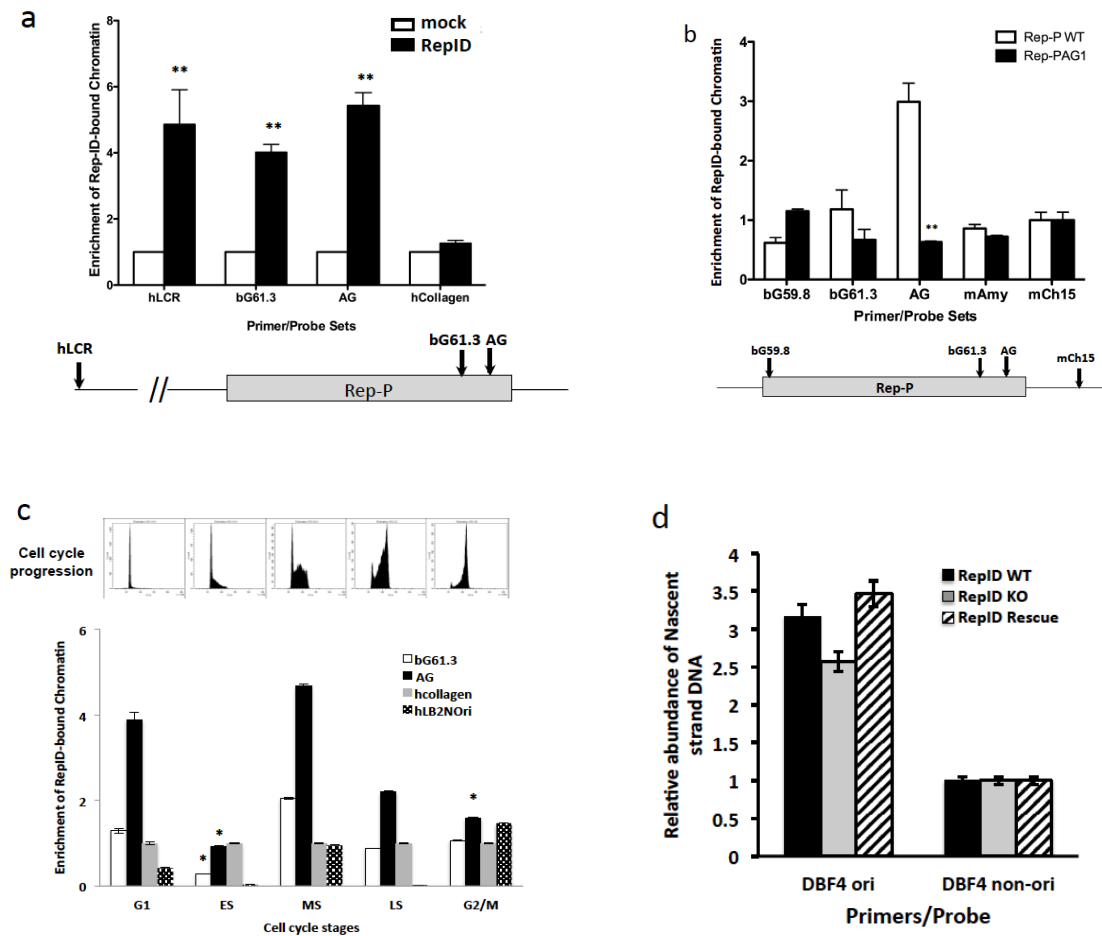

**Supplementary Figure 3** | Binding of RepID to sequences at the *HBB* locus. (a) ChIP identifies RepID binding at the LCR and at the Rep-P sequences within the *HBB* locus but not at a non-origin region (collagen) in K562 cells. The locations of primers from the *HBB* locus are shown underneath the histogram. This chart shows results from a representative experiment (n = 3). Statistical significance ( $P < 0.01^{**}$ ) was calculated using t-tests. (b) ChIP analysis of RepID binding in RL4 cells, derivatives from mouse erythroleukemia (MEL) that carry Rep-P WT or Rep-P AG1 mut transgene cassettes. For

RL4 cells, additional primers and probes used included mAmy (murine amylase), mCh15 (a murine sequence near the transgene insertion site). Q-PCR data were normalized as described in the “Methods” section and divided by the number of molecules amplified from the same preparation by the mCh15 primers. This chart shows results from a representative experiment (n = 3). Statistical significance ( $P < 0.01^{**}$ ) is indicated versus Rep-P WT as calculated using Student (t) tests. (c) ChIP analysis of RepID binding in lymphoma cells at different phases of the cell cycle. RepID was found at Rep-P replicator in G1 phase and middle S-phase. Primers and probes were used as listed in Fig. 2d. Q-PCR data are normalized as described in the “Methods” section. This chart shows results from a representative experiment (n = 3). Statistical significance ( $P < 0.05^{*}$ ) was calculated versus G1 phase using t-tests. (d) The abundance of sequences from DBF4 origins and non-origins was measured in nascent (short, RNA-primed) DNA strands isolated from HCT116 cells harboring RepID sgRNA or rescued by expressing of pCMV-RepID-3×FLAG. Detailed experimental procedures were provided in the legend for Fig. 2f. Data are represented as the number of molecules amplified from RNA-primed nascent strands by the indicated primer divided by the number of molecules amplified from the non-origin primers. This chart shows results from a representative experiment (n = 3).

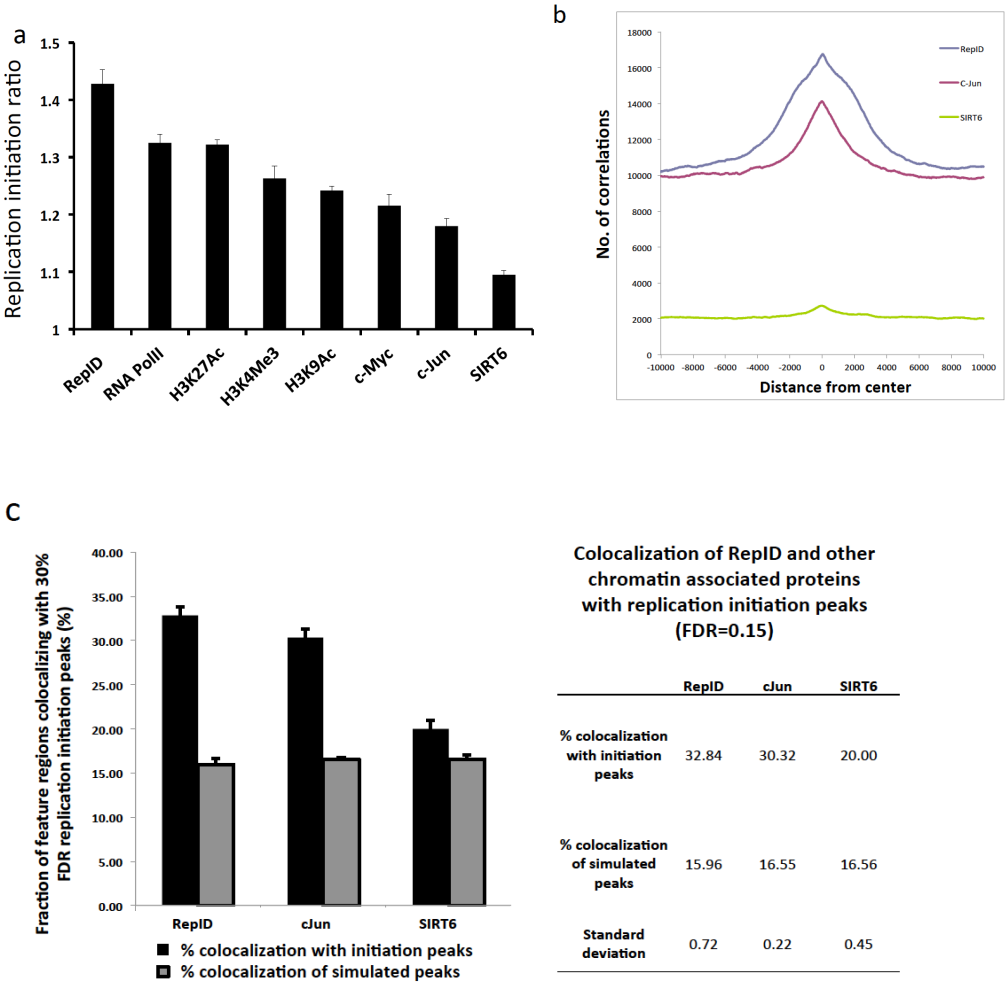

d

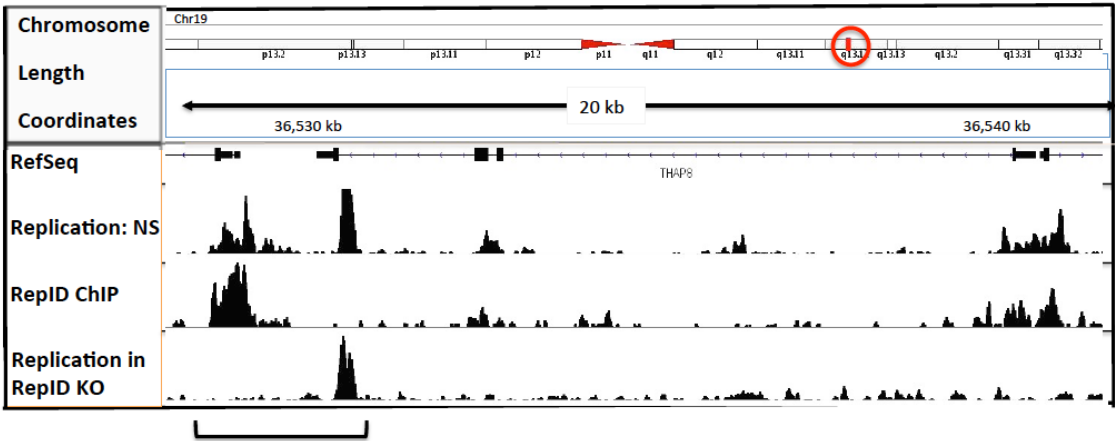

e

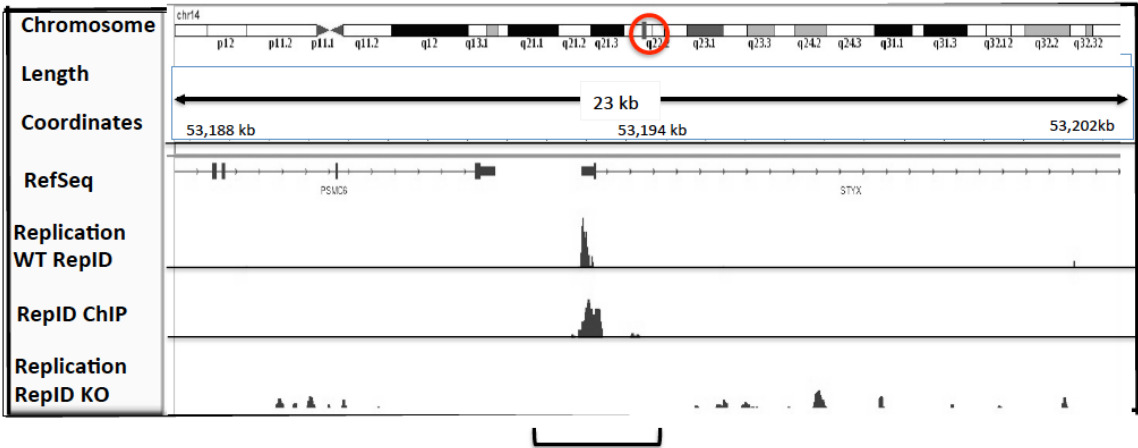

f

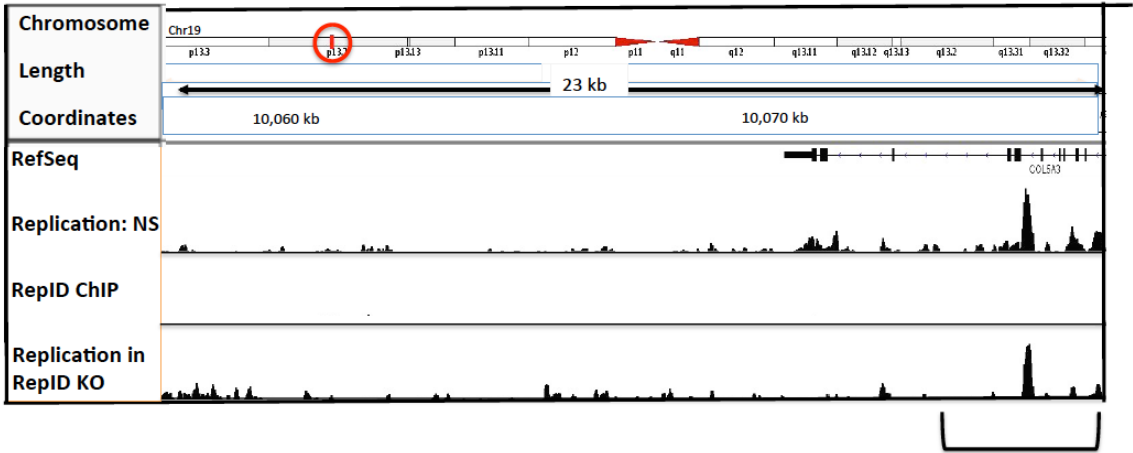

g

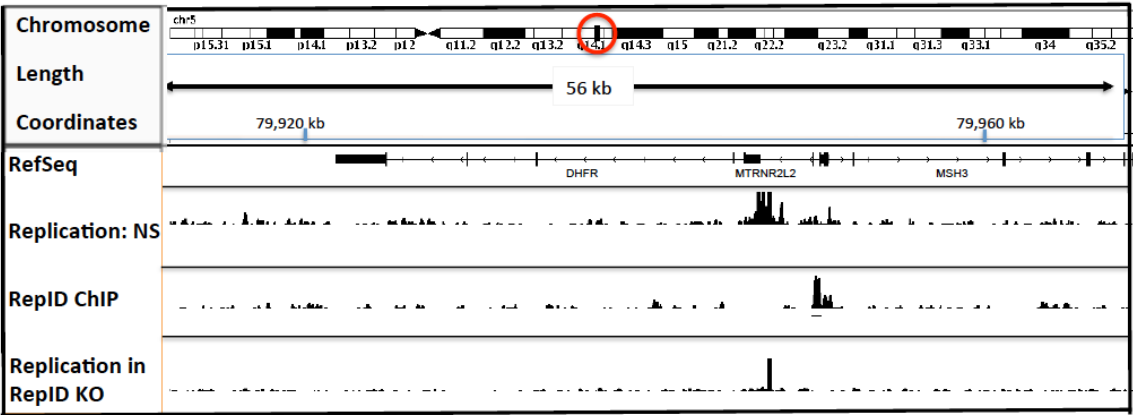

h

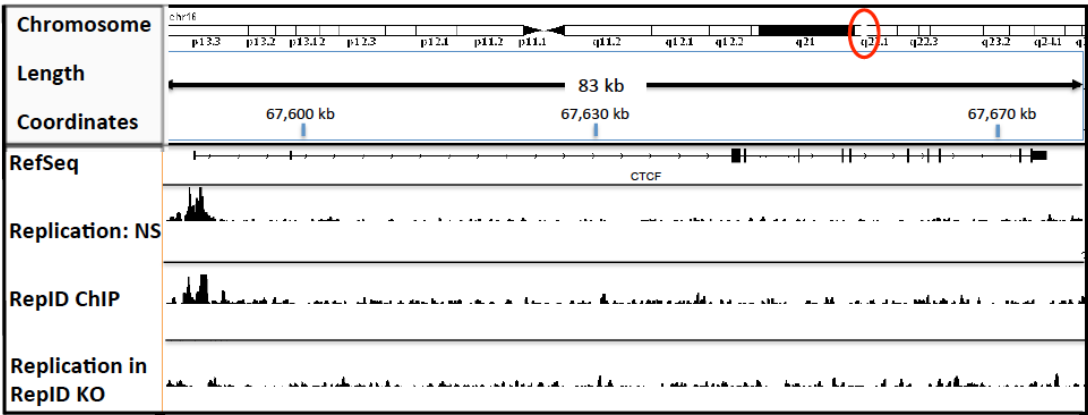

i

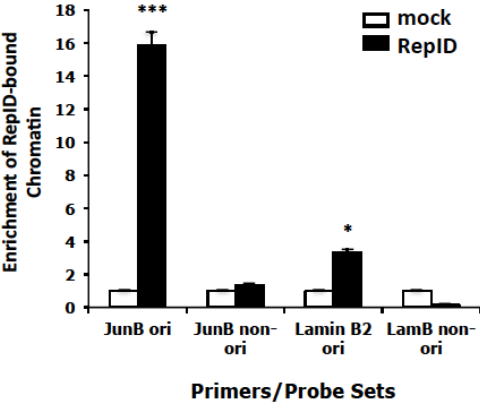

**Supplementary Figure 4** | Genome-wide colocalization of RepID with replication initiation sites. (a) Average genome-wide replication initiation enrichment ratios for protein binding sites in K562 cells. (b) Average genome-wide replication initiation ratios as a function of the distance from RepID, JunB and SIRT6 binding sites in K562 cells. JunB and SIRT6 binding site tracks were downloaded from the UCSC genome browser ([genome.ucsc.edu](http://genome.ucsc.edu)) as described previously<sup>5</sup>. Replication initiation ratios were calculated from NS-Seq data as the ratios of reads obtained from a nascent strand preparation and reads obtained from the corresponding genomic DNA preparation as described<sup>5</sup>. Reads

were calculated as reads per kilobase per million of mapped reads (RPKM). (c) The fraction of RepID, c-Jun and SIRT6 binding sites colocalizing with replication initiation events. The fraction of colocalizing sites calculated from a theoretical distribution of randomly selected genomic regions of the same size (average of 100 simulations for each feature) is illustrated in comparison. This histogram represents the data shown on the right of the figure. (d) Screenshot of IGV browser tracks from the THAP8 locus on chromosome 19. The region of interest is marked on the ideogram with a red circle. RefSeq marks are shown below the chromosomal coordinates. The top track, immediately below the RepSeq genes, shows nascent strand patterns from cells with wild-type RepID (Replication: WT NS). The middle track shows ChIP-Seq patterns in WT cells (RepID ChIP). The lowest track shows nascent strand patterns from cells depleted of RepID (Replication: RepID KO NS). The underline bracket corresponds to the region shown in Figure 3a. (e) IGV screenshot of the STYX region on chromosome 14. Tracks layout is similar to (d). The underline bracket corresponds to the region shown in Figure 3d. (f) IGV screenshot of the COL5A3 region on chromosome 19. Tracks layout is similar to (d). The underline bracket corresponds to the region shown in Figure 3g. (g) IGV screenshot of the DHFR region on chromosome 5. Tracks layout is similar to (d). (h) IGV screenshot of the CTCF region on chromosome 16. Tracks layout is similar to (d). All the RepID-bound peaks shown in panels d through h, with the exception of the DHFR region in panel g, included the motif shown in Figure 3g.

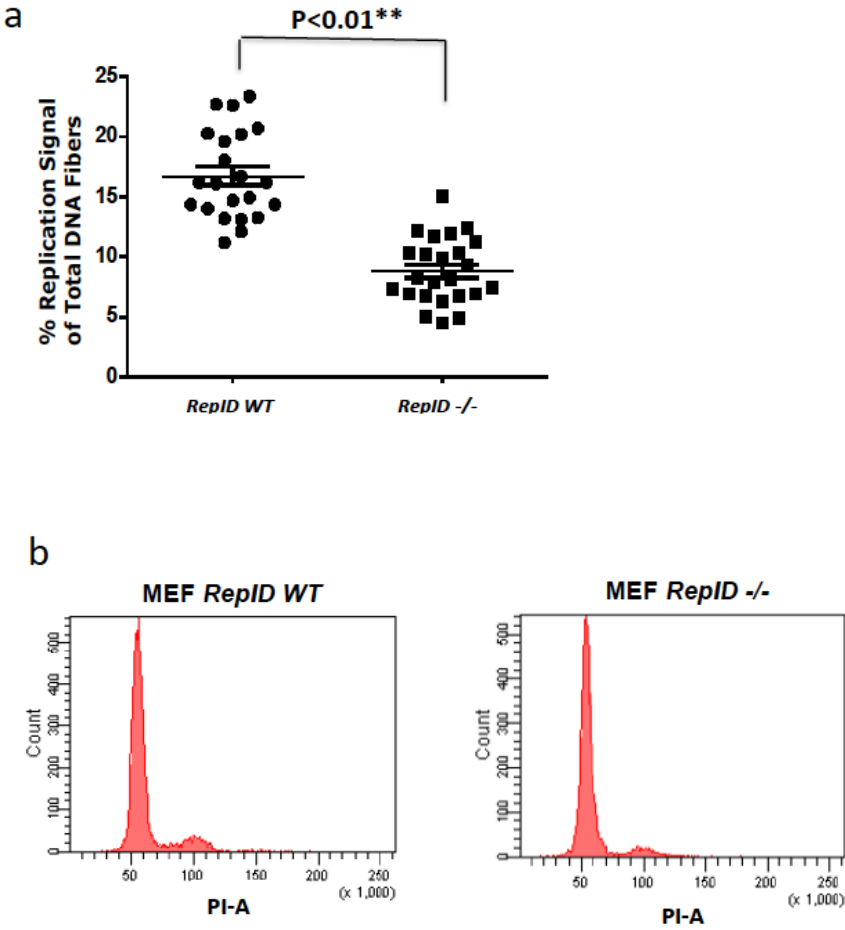

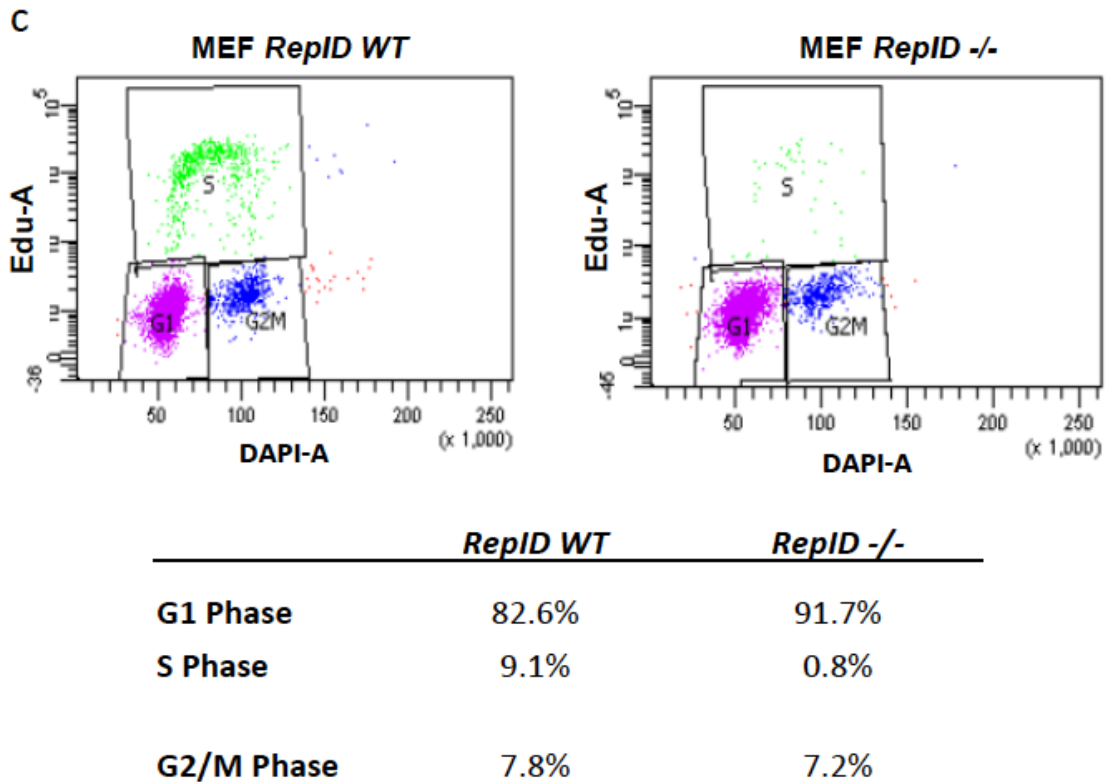

**Supplementary Figure 5 | Proliferation of MEFs that do not express RepID. (a)**

Frequency of DNA fibers that exhibit replication signals in wild-type and *RepID* depleted MEFs. The frequency was calculated as the percentage of fibers exhibiting replication signals (green or red signals >10 kb) vs. the total number of DNA fibers measured in both cells. Data from each cell type (WT and knockout) was taken with 8 random 6X13 montages. For each random montage, 13 fields were randomly selected to count the fibers. Approximately 500 fibers were measured to calculate the replication signals in every field. (b-c) Cell cycle profiles of *WT* and *RepID* depleted MEFs, and the statistic analysis data for EdU flow cytometry profiles.

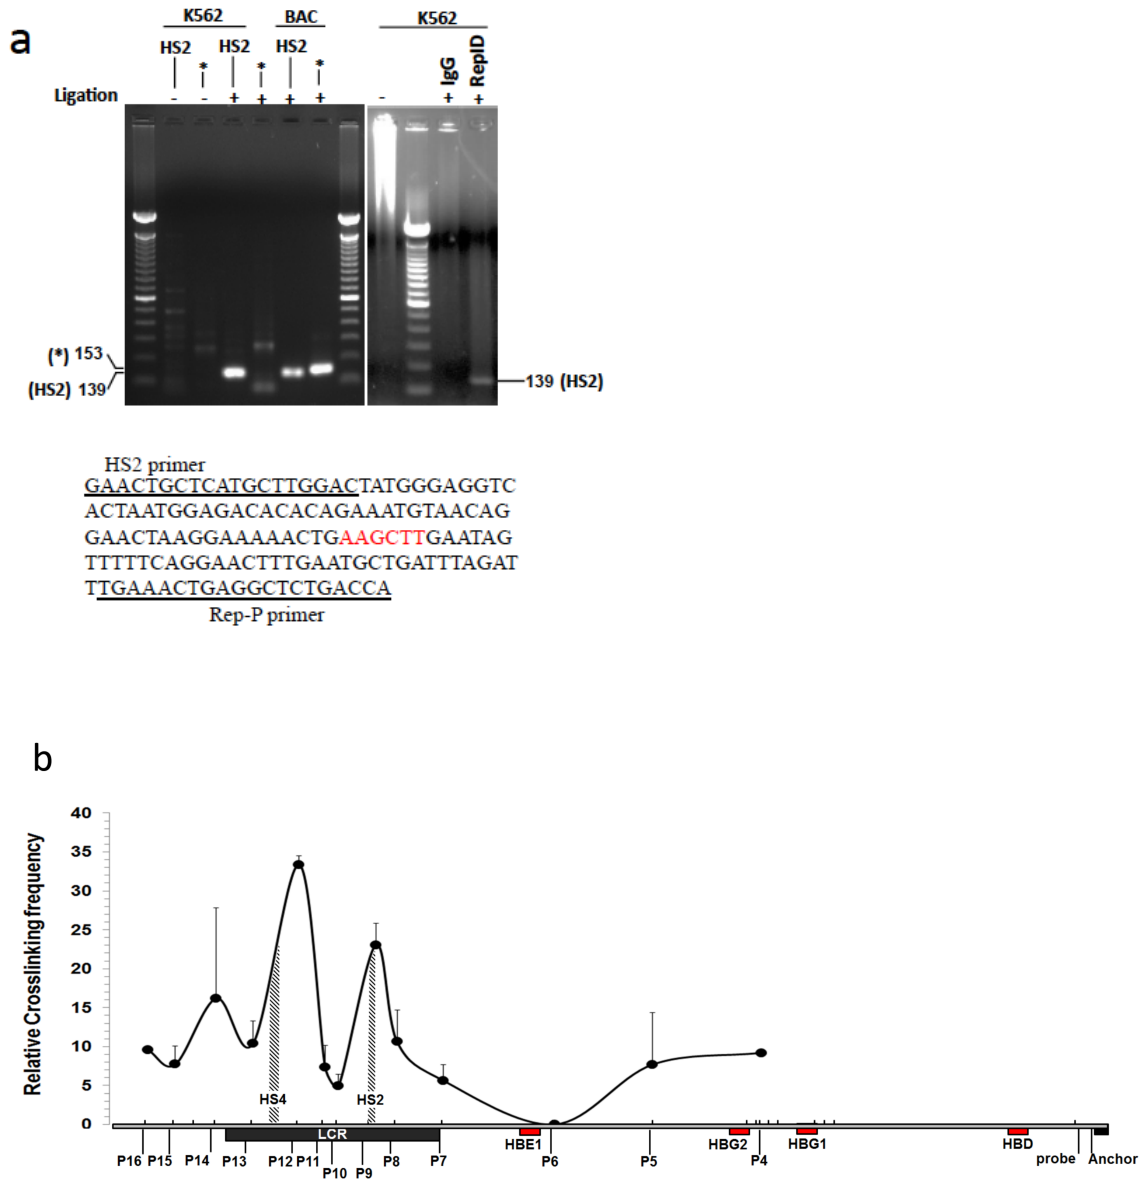

**Supplementary Figure 6 |** RepID participates in a complex between LCR and Rep-P in early replicating *HBB* loci. (a) Nested PCR (left panel) and ChIP-3C (right panel) PCR analyzed by agarose gel electrophoresis. Only PCR2 is shown for nested PCR. Primers for a region showing low interaction by 3C qPCR (noted “\*”, and corresponding to primer 10 in S6b) did not show a PCR product in the nested PCR. A HindIII cut and religated BAC was used as a positive control (153 bp and 139 bp for “\*” and HS2 respectively). Normal

IgG (IgG) or RepID (RepID) were added to the ChIP; the 3C procedure was performed with (+) or without the ligation step (-) as a negative control. *Bottom*, Sequence of the cloned PCR product corresponding to the 139 bp fragment. (b) HindIII-3C analysis of the long-distance interactions on the globin locus. The 3C primers correspond to sequences near the downstream sticky ends of the 3C fragments and were named p4 to p16 according to their position on the gene locus and are designated as half arrows. The x-axis shows the positions of the restriction fragments on the genomic scale (vertical bars). The data were normalized to the *ERCC3* locus. Error bars represent mean  $\pm$  s.d for two independent experiments (n=2). Zones with diagonal lines denote the HS2 and HS4 core regions. See the Methods section for details.

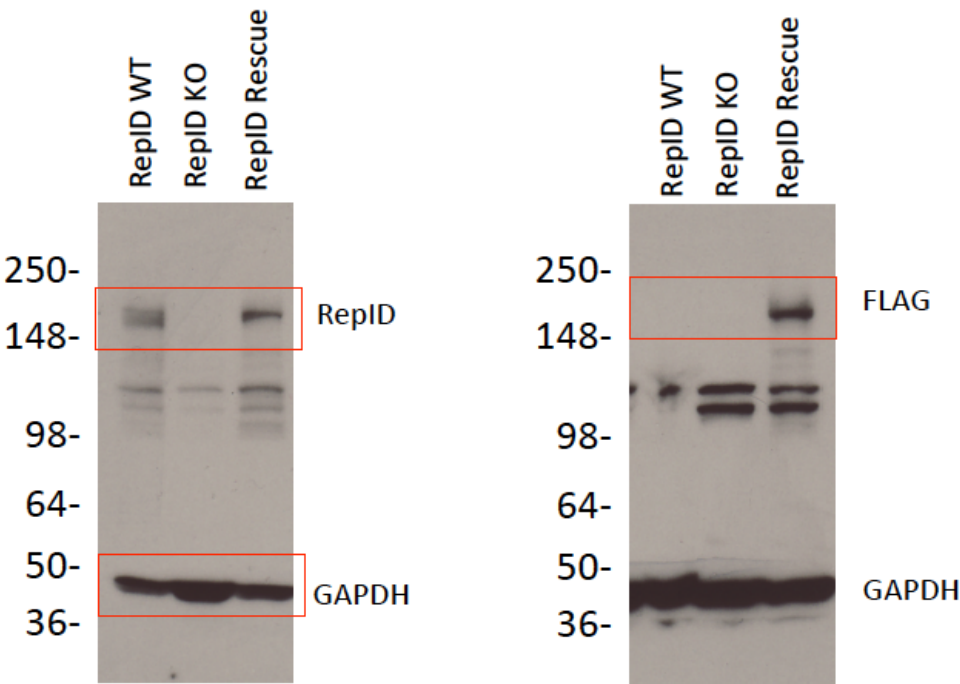

Supplementary Figure 7. Original full blots for Fig. 2f.

**Supplementary Table 1.** Transcriptional profiling of AG1-binding proteins suggests that RepID expression is coordinated with a group of proteins involved in DNA replication and repair

|          | <b>Pearsons correlation between transcript z scores</b> |             |              |             |             |          |         |             |       |       |
|----------|---------------------------------------------------------|-------------|--------------|-------------|-------------|----------|---------|-------------|-------|-------|
|          | TNRC6A                                                  | ING4        | SMC2         | PARP1       | SND1        | C1orf156 | C9orf89 | RepID       | BAZ2A | HMGB2 |
| TNRC6A   | 1                                                       |             |              |             |             |          |         |             |       |       |
| ING4     | -0.11                                                   | 1           |              |             |             |          |         |             |       |       |
| SMC2     | 0.17                                                    | -0.05       | 1            |             |             |          |         |             |       |       |
| PARP1    | -0.14                                                   | 0           | 0.08         | 1           |             |          |         |             |       |       |
| SND1     | 0.05                                                    | 0.1         | -0.13        | <b>0.31</b> | 1           |          |         |             |       |       |
| C1orf156 | -0.11                                                   | 0.09        | 0.22         | <b>0.32</b> | 0           | 1        |         |             |       |       |
| C9orf89  | -0.02                                                   | 0           | 0.08         | <b>0.32</b> | <b>0.38</b> | 0.13     | 1       |             |       |       |
| RepID    | -0.04                                                   | 0.17        | -0.06        | <b>0.31</b> | 0.04        | 0        | -0.13   | 1           |       |       |
| BAZ2A    | -0.2                                                    | 0.1         | <b>-0.34</b> | 0.1         | -0.2        | -0.05    | 0.01    | 0.05        | 1     |       |
| HMGB2    | -0.17                                                   | <b>0.29</b> | <b>0.41</b>  | 0.17        | 0           | 0.18     | -0.1    | <b>0.39</b> | -0.16 | 1     |

This analysis was performed using the CellMiner tool

(<http://discover.nci.nih.gov/cellminer>). CellMiner compares the expression patterns of groups of genes among the NCI-60 cancer cell lines and creates a Z-score matrix using the “z-score determination (include Cross-correlation)” option. Positive correlations were labeled with red bold fonts; negative correlations were labeled with blue bold font. The results showed significant correlations among several cell cycle associated genes and chromatin associated genes and RepID expression.

**Supplementary Table 2.** Primers and probes used in this study

| name       | Forward primer                    | Reverse primers            | Probe                              |
|------------|-----------------------------------|----------------------------|------------------------------------|
| hLCR       | GGATCCACTTGCCCACTGTT              | TCTCAGCAGGGTTCAGGAAGA      | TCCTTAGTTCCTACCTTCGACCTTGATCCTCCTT |
| bG59.8     | TGGAAAAGCAACCCCTGC                | AACTATGGATCCTTCTCTGTGTGG   | GCTGCAGATACCATCATCCTGGCTTCAA       |
| bG61.3     | ACAGAGGCTTTTGTCCCCC               | GGTAATCAGTGGTGTCAAATAGGAGG | GAACTCTTGACATTAGTCCAGGCAGA         |
| AG         | CAACTCCTAAGCCAGTGCCAGAAG          | TGCCCTGACTTTTATGCCAGC      | TCATCACTTAGACCTCACCTGT             |
| hCollagen  | TCTGAGAAGCCGTCCTCGTTA             | CCAACAGTGGAGACACCTTCTA     | CGCCAGCCTGGCCTGTTCCA               |
| mAmy       | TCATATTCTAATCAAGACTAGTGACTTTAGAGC | TGCCACAACCTACCAATCCTTTT    | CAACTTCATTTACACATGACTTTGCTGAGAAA   |
| mCh15      | TCCGTCCCCTTCTCCTCC                | TTCAGGTTCCATTGCCACG        | CACCATTCACACAGCCACGAGCAAG          |
| DBF4ori    | GCCATGAGGATCCACAGTAA              | CGAGGGGAGGAAAGGATTA        | TCCTCCGCTGCAGTCCCTT                |
| DBF4nonori | AAGATTGTGCCACTGCACTC              | TGAGGATGGGATGGACATAA       | TCTCGTCTGTTGCCAGGTG                |
| JunBori    | GTGTATCCTGCGTCCGTGT               | GCCTGCTGCTCTGTGA           |                                    |
| JunBnonori | CGACACAAGTTAGCCATAGGAA            | CCCTGGATGCAAAGGTCTAT       |                                    |

**For 3C real-time PCR**

|                                                   |                                              |                                        |
|---------------------------------------------------|----------------------------------------------|----------------------------------------|
| <b>Forward primer</b>                             |                                              |                                        |
| <b>Rep-P:</b> ACCAGGCAAATAAGTTTCAAGAA<br>(anchor) | <b>Probe:</b><br>GAGGCTCTGACCATAACCAAATTTGCA |                                        |
| <b>Reverse primers</b>                            |                                              |                                        |
| <b>P4:</b> GTTGACGCATGCCTAAAGAG                   | <b>P5:</b> GTTGTATATGTCCTATGGGATTATGC        | <b>P6:</b> CCAGATAGTACAGGGCCTGG        |
| <b>P7:</b> CACAGATGCCTTAGCCTCAA                   | <b>P8:</b> TCAGCACAAATGCCTAGGCTA             | <b>P9:</b> TTCCAGCATCCTCATCTCTG (HS2)  |
| <b>P10:</b> AACTGGGGACTCGAAAATCA                  | <b>P11:</b> GTCGAATGCAGCTGGTTAGA             | <b>P12:</b> AATCTGTGAGCTCCTACCAT (HS4) |
| <b>P13:</b> GGAACAGTTAAACAGCAACTACAGG             | <b>P14:</b> TTGGCTCAAATGTCCTTGAAC            | <b>P15:</b> CATGAGGAAACATTTTTTAAAGCC   |
| <b>P16:</b> ATGAAGGCAGGTGACTCTAAC                 |                                              |                                        |
| <b>ERCC3 probe:</b><br>CAGTTGGGTGGGCTACACAGCAGTC  | <b>ERCC3_1:</b> CCAGTTGTTAGGTTGGGAAAG        | <b>ERCC3_2:</b> ACAGAAGCGGTGAGGTGAGTT  |
| <b>GAPDH forward:</b> TACTAGCGGTTTTACGGGCG        | <b>GAPDH reverse:</b><br>GAGGCTGCGGGCTCAATTT |                                        |

**For nested PCR**

|                                           |                                       |            |
|-------------------------------------------|---------------------------------------|------------|
| <b>Dpn1-Rep-P-3:</b> TGCTGCAGATACCATCATCC | <b>P17:</b> GTTTAGCATCCAGCAGGTGC      | PCR1 (HS2) |
| <b>Rep-P:</b> ACCAGGCAAATAAGTTTCAAGAA     | <b>P9:</b> TTCCAGCATCCTCATCTCTG (HS2) | PCR2 (HS2) |
| <b>Dpn1-Rep-P-3:</b> TGCTGCAGATACCATCATCC | <b>P18:</b> TCAGATGGTCTGAGCTCTCC      | PCR1 (*)   |
| <b>Rep-P:</b> ACCAGGCAAATAAGTTTCAAGAA     | <b>P10:</b> AACTGGGGACTCGAAAATCA      | PCR2 (*)   |

**Supplementary Table 3. Cell lines used in this work.**

| Cell name                               | function                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>MEF (Mouse Embryonic Fibroblast)</b> | Primary cells from RepID proficient and RepID deleted mice used to determine the effect of complete RepID depletion on cell cycle and DNA replication.                                                                                                                                                                                                                                               |
| <b>CV-1</b>                             | Simian cells harboring either a Rep-P WT or Rep-P AG1 transgene cassettes in an identical genomic location. Cells were used to analyze the initiation of DNA replication in Rep-P mutants to neutralize chromosomal position effects and determine RepID binding patterns of WT and mutant Rep-P cells.                                                                                              |
| <b>RL4 MEL (Murine erythroleukemia)</b> | Similar to CV-1 cells, carried either a Rep-P WT or Rep-P AG1 transgene cassettes in an identical genomic location and orientation (RL4, "permissive" orientation). This cell was used to determine RepID binding patterns of WT and mutant Rep-P in erythroid cells.                                                                                                                                |
| <b>K562</b>                             | Human erythroleukemia cells that express the gamma globin in which the beta-globin locus replicates early during S phase. This cell line was used to determine RepID binding patterns at early replicating beta globin loci and to examine RepID chromatin binding throughout the cell cycle.                                                                                                        |
| <b>353</b>                              | Human mantle lymphoma cells that replicate the beta-globin locus late during S phase. This cell line was used to determine RepID binding patterns at late replicating beta globin loci and to examine RepID chromatin binding throughout the cell cycle.                                                                                                                                             |
| <b>HCT116</b>                           | Human colon cancer cells that replicate the beta globin locus late during the S-phase. These cells were chosen for further analyses because they express high levels of RepID as determined from the NCI-60 expression dataset. Cells were used in RepID interaction studies and to analyze the initiation of DNA replication in Rep-P origin following exposure to RepID directed single guide RNA. |
| <b>Jurkat</b>                           | Human T-cell lymphoma cells that replicate the beta globin locus late during S-phase. These cells were used to study RepID binding to the RepP region to investigate whether erythroid factors were required to facilitate that interaction.                                                                                                                                                         |
| <b>2451 13T (melanoma)</b>              | Human patient melanoma cancer cells that expressed a high level of RepID proteins. Cells were used to validate antibody specificity following exposure to RepID directed shRNA and the effect of RepID depletion for AG1 complex formation.                                                                                                                                                          |
| <b>U2OS</b>                             | Human osteosarcoma cells that were used for depletion of RepID and for re-expression of FLAG-RepID in biochemical studies. Cells were used to RepID function in mediating interactions with distal sequences and regulation of initiation of DNA replication at the <i>HBB</i> locus.                                                                                                                |

**Supplementary Table 4.** RepID motif localization

|                          | RepID Peaks | Randomized Peaks-1 | Randomized Peaks-2 | Randomized Peaks-3 |
|--------------------------|-------------|--------------------|--------------------|--------------------|
| % with motif             | 71.64       | 16.79              | 22.76              | 17.16              |
| % replication origins    | 64.18       | 20.15              | 23.51              | 25.37              |
| % origins with motif     | 70.35       | 31.48              | 42.86              | 30.88              |
| % non-origins with motif | 71.88       | 13.08              | 16.10              | 12.0               |

Percentages of RepID bound regions (or randomized files) that contain the motif (row 1), RepID bound regions that are replication origins (row 2), the percentage of RepID binding regions (or randomized files) that are also replication origins and contain the motif (row 3) and the percentage of RepID binding regions that are not origins and contain the motif (row 4).

How the deposited data were processed for this re-analysis (not part of the article)

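Nascent DNA strands were sequenced in HCT116 cells with unaltered RepID (WT) and with a RepID knockout (KO), and RepID binding was measured by ChIP-Seq of FLAG-tagged RepID in U2OS cells, with 1 library per condition. The genomic DNA control of HCT116 cells entered the authors' calling of both nascent-strand lists and was not analysed here. What the authors deposited are lists of enriched regions, each with a start, an end and a score. For RepID, the score is the one MACS gave when the authors called regions against genomic input of the same cell line. For the nascent strands, the deposited score is 1 whole number per region whose meaning is not stated, and the paper's text does not name the programme used for HCT116 cells. Scores were compared only within a list. The paper's text names no genome build, and positions are those of the deposited lists, counted from 1.

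Everything else was computed from these lists with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The functions that find overlaps, gaps and covered positions were tested on simulated data, against bedtools 2.31.1 and against planted shares. The reweighting was run on simulated values whose outcome depended only on the groups used for weighting. There it reduced a crude difference of 22.6 percentage points to 0.147, which checks the calculation only. It cannot show that deciles remove all effect of score and width in these lists. Each share has an exact binomial 95% confidence interval and each difference of shares a Newcombe interval, which cover counting error only. Neighbouring regions are not independent, so the intervals are narrow. Without replicates no test between conditions was made. The lists give no read totals, so the depth of each library is unknown.

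A WT origin counted as RepID-bound at a gap of at most 2 kb, the distance the paper uses, and as kept at an overlap of at least 1 bp with a KO region. Distributions were read every 100 bp from the centre of each WT region. The share expected by chance came from 100 random placements of the KO regions on their own chromosomes. The motif subset followed the paper's criteria of width, distance and score. For reweighting, origins not bound by RepID were weighted so that their deciles of score and of width matched those of the bound origins, with intervals from 200 resamples.

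The loci named in the text are among those the paper shows or names in its genome-wide data and that have a screenshot with coordinates, with every region within 10 kb of the axis labels looked at and the ones at the origins named. The labels were read by eye, and the margin was chosen after the data were examined. The 5 highest-scoring RepID regions and the 5 highest-scoring RepID-bound WT regions without a KO region were named as well. JUNB, LMNB2, DBF4 and MYC were not analysed here, nor were the motif within RepID-bound regions and the distance to transcription start sites, which need a genome or an annotation on the coordinates of the lists. Alternatives covered the distance that counts as bound or kept, stricter score thresholds, KO lists of equal length, merged regions, other random placements, narrower KO regions and a wider edge.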

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

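The test of chromosome copies was chosen after the result was seen, and the test by score was set before.

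Of the 159667 regions of the KO list, 101011 (63.3%) lay more than 2 kb from any WT origin. The paper's plots concern KO events around WT origins, and it does not report on these regions. They covered 311 Mb, with a median width of 2600 bp and a median score of 120, against 3400 bp and 151 for the 58656 regions near WT origins. No control library was analysed here, so the comparison is with the WT list only. If calls close to the calling threshold were the whole cause, the top-scoring KO regions would lie mostly at WT origins. Among the 78859 top-scoring KO regions, as many as the WT list holds, 54.7% still lay more than 2 kb from a WT origin, which argues against that as the whole cause. With the KO list split into 5 equal groups by score, however, the share was 75.4% in the lowest group and 44.8% in the highest, so a part in weak calls stays open. Extra copies of a few whole autosomes are argued against as the whole cause by the number of autosomes with more KO than WT regions, 20 of 22. That count takes whole chromosomes, so it cannot show extra copies of parts of chromosomes. Those were not tested and stay open, and KO coverage did change in steps along some chromosomes. A looser calling threshold for the KO list would add weak calls, so it too is argued against as the whole cause and stays open in part. A deeper KO library stays open, since the lists give no read totals and their scores cannot be compared. Initiation at other sites in cells without RepID stays open as well. Neither was tested. In mouse fibroblasts without RepID, the paper reports longer distances between origins and fewer initiation events, and it hypothesizes that other origins compensate.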

How the results depend on the processing

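The alternatives for the share of covered centres, those limited to autosomes and those with only KO regions within 2 kb of a WT origin were chosen after the data were examined; the others were set before. With no replicates, a value counts as changed when it leaves the 95% counting interval, which is narrow for lists this long. Of 70 alternatives, 18 stayed within it or, for counts, within 1.5 times, 52 moved and 0 reversed. The kept share was lower for RepID-bound origins under all 11 alternatives computed for that difference, from -19.8 to -5.06 percentage points. Against only the unbound origins with a RepID region 2 to 10 kb away, a comparison chosen after the data were examined and not among these 11, the reweighted difference was -3.15. The cause of the moves was not tested.

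The RepID-bound share of WT origins was 16.7% with 1 bp of overlap, 23.8% at 5 kb, 11.9% with the stricter RepID threshold, 28.4% with the stricter WT threshold and 19.3% after merging regions less than 1 kb apart. The kept shares of all, bound and unbound WT origins were 45.5%, 29.4% and 49.2% when 50% had to be covered (difference -19.8 percentage points), 71.6%, 66.9% and 72.7% at a gap of 2 kb, 65.2%, 61.1% and 66.8% with the stricter WT threshold, 44.4%, 37.8% and 45.9% with the stricter KO threshold (difference -8.08), and 44.0%, 37.4% and 45.6% with the KO list limited to the number of WT regions (difference -8.14). Merging gave 57.3% and 62.3% for bound and unbound origins, and the stricter RepID threshold 61.3% for unbound ones.

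Kept over random, bound and unbound, was 1.43 and 1.99 with the stricter RepID threshold, 1.39 and 1.84 with KO regions rotated around each chromosome and 1.32 and 1.63 with shifts of 20 to 100 kb. The ratio of centre to edge for all, bound and unbound origins was 1.92, 1.33 and 2.05 with KO regions reduced to 500 bp on either side of their centre, and 2.08, 1.63 and 2.16 with only KO regions within 2 kb of a WT origin. With the edge at 19 to 20 kb it was 1.59 for all and 1.66 for unbound origins. With the stricter RepID threshold it was 1.11 for bound and 1.62 for unbound origins.

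The share of RepID regions within 2 kb of a WT origin was 77.6% with the stricter WT threshold, 87.7% with 1 bp of overlap and 93.0% at 5 kb. For KO regions it was 33.5% with the stricter KO threshold, 27.9% with 1 bp of overlap and 68.6% at 5 kb. Without the score minimum the motif subset held 2735 regions. The difference in covered centres was -12.3 percentage points after reweighting by score and width, -20.0 with 1 bp of overlap as bound and -15.4 with the KO list limited to the number of WT regions. The alternatives for the motif share, for transcription start sites and for reweighting by distance to them were not run, for want of a genome and annotation on the coordinates of the lists. The unknown depth limits every statement on a region present in 1 list only.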

Differences from the paper's values

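The setting with only KO regions within 2 kb of a WT origin was chosen after the values were seen. With the main settings, none of the counts compared with the paper's differed by more than 1.5 times. The legend of Fig. 3 gives the paper's number of KO peaks that colocalized with WT initiation events as 58656; 58656 KO regions lay within 2 kb of a WT origin, out of 159667 in the list. Numbers of KO events at the edge of the plot were higher than the paper's with all KO regions, 22619 against about 17000 in Fig. 3b, read by eye. With only the KO regions within 2 kb of a WT origin, a setting chosen after seeing the values, the number was 17024.

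The paper describes initiation in KO cells at RepID-bound origins as very low and without notable colocalization. In the lists, 8246 of the 14716 RepID-bound WT origins (56.0%) were overlapped by a KO region, 1.47 times the random share, and the ratio of centre to edge was 1.20. Of the alternatives set before the data were examined, none brought the kept share of bound origins below 29.4% or the ratio of centre to edge below 1.11. With only the KO regions within 2 kb of a WT origin, chosen after seeing the values, the ratio for bound origins was 1.63, within the range of 1.52 to 1.68 that randomly placed KO regions selected the same way gave.

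The screenshot of the CTCF origin in Supplementary Fig. 4h shows no peak in KO cells at the WT origin. The KO list holds regions from 67594001 to 67596200 and from 67597601 to 67599800 on chromosome 16, over both ends of that origin. It holds none over a second RepID-bound WT region within 10 kb of the axis labels, from 67677201 to 67705400. Supplementary Fig. 2f marks a RepID region at HBB in U2OS cells. The deposited RepID list holds none between 5236001 and 5260000 on chromosome 11, and its nearest regions lie 80.2 kb before the first axis label and 367 kb after the last.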

Other observations

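The tests of covered centres and of KO coverage around RepID regions, by chromosome and by width were chosen after the result was seen. The shares of RepID regions near WT and KO regions were set before. The random placement of selected KO regions concerns a setting that was itself chosen after the values were seen.

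KO regions covered the centre of RepID-bound WT origins less often than that of other WT origins, 29.7% against 48.4%. Differences in width and score are argued against as the whole cause, since after reweighting by both the difference was -12.3 percentage points (-13.1 to -11.4 over 200 resamples). The difference was not alike across widths. The shares of covered centres for bound and unbound origins were 25.3% and 46.9% under 2 kb, 26.9% and 50.7% from 2 to 5 kb and 37.4% and 48.9% from 5 to 10 kb, but 36.7% and 40.2% from 10 to 20 kb and 31.7% and 34.9% from 20 kb. A regional trend of the KO list around RepID sites is argued against as the whole cause as well: set against unbound WT origins with a RepID region 2 to 10 kb away, reweighted the same way, bound origins were lower by a difference of -10.1 percentage points (-11.4 to -8.91). For the share of kept origins the same comparison gave -3.15 percentage points (-4.26 to -1.97), against -6.29 (-7.30 to -5.48) for all unbound origins reweighted the same way. Without reweighting, the kept share of unbound origins rose with distance from RepID, from 58.5% at 2 to 10 kb to 66.4% at 100 to 300 kb. Their share of covered centres rose from 43.5% to 55.1%. The 4956 WT origins over 300 kb from a RepID region went the other way. They were kept in 56.2% of cases (54.8 to 57.5%), near the 56.0% of bound origins, and 46.9% of their centres were covered. Their median width was 1600 bp, against 2600 bp at 2 to 10 kb. Among bound origins, the 1555 that did not overlap their RepID region had 42.6% of centres covered, near the 43.5% of unbound origins 2 to 10 kb from a RepID region, whereas the 13161 that overlapped it had 28.2%. A KO list that misses the kind of sequence RepID binds, whether or not an origin is there, stays open. At the 2152 RepID regions with no WT origin within 2 kb, KO coverage was 14.8% at the centre and 20.7% at 10 kb, a difference of -5.97 percentage points. A set chosen for its distance from WT origins lowers KO coverage by itself: over 100 sets of positions at the same distances from WT origins and with no RepID region within 2 kb, the difference averaged -3.43 percentage points and ranged from -5.62 to -1.17. The remaining -2.54 may come from such a loss of signal, from initiation below the WT calling threshold that depends on RepID, or in part from counting error, and these cannot be told apart without read depth and sequence composition. A need for RepID in initiation, as the paper proposes, stays open and was not tested apart from these comparisons.

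Seen from the RepID regions, WT regions covered 85.6% of their centres and 34.5% of positions 10 kb away, whereas KO regions covered 19.7% of centres, 26.6% of positions 2 kb away and 24.7% at 10 kb. With the RepID regions split into 5 equal groups by score, KO coverage was 14.0% at the centre and 26.2% at 10 kb in the highest group, and 22.7% and 24.8% in the lowest.

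The 58656 KO regions within 2 kb of a WT origin gave a sharper distribution around WT origins than the whole KO list, with a ratio of centre to edge of 2.08 against 1.57. Selection by nearness is a candidate explanation. Randomly placed KO regions, selected the same way, gave a mean ratio of 1.51 over 20 placements, whereas without the selection they gave 0.999. For RepID-bound origins the real ratio of 1.63 lay within the range of the selected random regions, 1.52 to 1.68, and for unbound origins the real ratio of 2.16 lay above it, 1.47 to 1.54. Without the selection, the ratio of 1.20 for bound origins lay above the random range of 0.973 to 1.04.

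The paper gives its shares of RepID-bound regions near initiation sites for U2OS cells. In HCT116 cells, 91.1% of the 24222 RepID regions lay within 2 kb of a WT origin (95% confidence interval 90.8 to 91.5%), against 24.0% on average for randomly placed RepID regions, and 51.8% lay within 2 kb of a KO region (51.2 to 52.4%), against 40.5%. Of the 268 regions of the motif subset, 195 (72.8%) lay within 2 kb of a WT origin and 146 (54.5%) within 2 kb of a KO region. At HBB, where neither WT nor RepID regions were listed between 5236001 and 5260000, the KO list held regions from 5245801 to 5249600 (score 146), from 5251801 to 5255200 (score 116) and from 5258401 to 5260600 (score 98).

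Chromosome X held 1304 WT and 190 KO regions, 8.40 and 1.22 per Mb, whereas KO regions on the autosomes ranged from 37.3 to 75.9 per Mb. Of the WT origins on chromosome X, 4.07% of the bound and 3.71% of the unbound ones were kept. KO regions were fewer than WT regions on 2 autosomes, 19 and 22. KO coverage changed in steps along some chromosomes: on chromosome 10 it was 21.7% from 90 to 100 Mb and 50.1% from 100 to 110 Mb, while WT coverage was 7.89% and 19.3%. On chromosome 8, from 130 to 140 Mb, KO coverage was 59.2% and WT coverage 14.0%. These stretches were chosen after their values were seen. No cause was tested for these values. Without read depth, the number of copies of chromosomes or of their parts could not be checked, so kept and covered shares may in part follow it. Without chromosomes X and Y the difference in covered centres was -19.2 percentage points.

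A smaller part of the length of wide WT regions was covered by KO regions. Of the 1445 WT regions of at least 20 kb, 63.5% were RepID-bound and the mean share of their length covered by KO regions was 33.0%, against 45.6% for WT regions of 2 to 5 kb. The share with no overlapping KO region went the other way, from 50.3% of WT regions under 2 kb to 12.5% of those of at least 20 kb. No explanation was tested.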
